# Discovering miRNA Regulatory Networks in Holt–Oram Syndrome Using a Zebrafish Model

**DOI:** 10.3389/fbioe.2016.00060

**Published:** 2016-07-14

**Authors:** Romina D’Aurizio, Francesco Russo, Elena Chiavacci, Mario Baumgart, Marco Groth, Mara D’Onofrio, Ivan Arisi, Giuseppe Rainaldi, Letizia Pitto, Marco Pellegrini

**Keywords:** zebrafish, heart, microRNA, NGS, microarray, Holt–Oram, data integration

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that play an important role in the post-transcriptional regulation of gene expression. miRNAs are involved in the regulation of many biological processes such as differentiation, apoptosis, and cell proliferation. miRNAs are expressed in embryonic, postnatal, and adult hearts, and they have a key role in the regulation of gene expression during cardiovascular development and disease. Aberrant expression of miRNAs is associated with abnormal cardiac cell differentiation and dysfunction. Tbx5 is a member of the T-box gene family, which acts as transcription factor involved in the vertebrate heart development. Alteration of Tbx5 level affects the expression of hundreds of genes. Haploinsufficiency and gene duplication of Tbx5 are at the basis of the cardiac abnormalities associated with Holt–Oram syndrome (HOS). Recent data indicate that miRNAs might be an important part of the regulatory circuit through which Tbx5 controls heart development. Using high-throughput technologies, we characterized genome-widely the miRNA and mRNA expression profiles in WT- and Tbx5-depleted zebrafish embryos at two crucial developmental time points, 24 and 48 h post fertilization (hpf). We found that several miRNAs, which are potential effectors of Tbx5, are differentially expressed; some of them are already known to be involved in cardiac development and functions, such as miR-30, miR-34, miR-190, and miR-21. We performed an integrated analysis of miRNA expression data with gene expression profiles to refine computational target prediction approaches by means of the inversely correlation of miRNA–mRNA expressions, and we highlighted targets, which have roles in cardiac contractility, cardiomyocyte proliferation/apoptosis, and morphogenesis, crucial functions regulated by Tbx5. This approach allowed to discover complex regulatory circuits involving novel miRNAs and protein coding genes not considered before in the HOS such as miR-34a and miR-30 and their targets.

## 1 Introduction

MicroRNAs (miRNAs) are small non-coding RNAs of about 20–23 nucleotides that play an essential role in a variety of biological important pathways from development and physiology to diseases such as cancer (Chen and Rajewsky, 2007; Small and Olson, 2011). miRNAs are mostly known to function by targeting complementary sequences in mRNA transcripts, usually in the 3′ untranslated region (3′ UTR) and so inhibiting the translation and altering the stability of mRNA (Bartel, 2004; Yates et al., 2013). The identification and validation of miRNA–mRNA interactions is fundamental for discerning the role of miRNAs in the complex context of regulatory networks. However, since the miRNA binding is mostly not a perfect one-to-one match with the complementary target sites, it is difficult to predict miRNA targets. Consequently, several computational methods and tools have been developed in the last years (Yue et al., 2009; Peterson et al., 2014). They encompass a range of different computational approaches, from the modeling of physical interactions, exploiting common features like seed match, conservation, free energy, and site accessibility to the incorporation of less common features extracted through machine learning techniques. Computational methods predict hundreds of thousands target mRNAs per miRNA, instead the number of experimentally validated targets is very low. One possibility to reduce the false positive rate is to combine high-throughput experimental data with sequence-based predictions (Huang et al., 2007; Muniategui et al., 2013). Although, this approach does not allow to identify miRNA targets that are repressed exclusively at the translational level. Since many miRNAs cause degradation of their targets (Baek et al., 2008; Hendrickson et al., 2009; Guo et al., 2010; Subtelny et al., 2014), the integration of expression profiles has been proposed to be an effective strategy to discover true miRNA–target interactions (Gennarino et al., 2009; Nazarov et al., 2013; Albert et al., 2014).

In this work, we used expression values of miRNAs and mRNAs obtained with high-throughput technologies to study complex regulatory networks altered in the Holt–Oram syndrome (HOS). HOS is a rare autosomal congenital disease characterized by cardiac and upper limb malformations (Basson et al., 1997). Mutations in the T-box gene Tbx5, which encodes a key transcription factor for vertebrate heart development, are responsible for HOS (Horb and Thomsen, 1999; Goetz et al., 2006). Family members with identical Tbx5 mutations can display large variations in malformation severity and HOS penetrance. This peculiar characteristic of HOS can be explained by the observation that Tbx5 is part of an extremely complex regulatory network. Due to the high number of messenger RNAs that are targeted by one miRNA, miRNAs are the best candidates to orchestrate the downstream regulation of Tbx5 gene expression in embryonic heart development. We have recently shown that miRNAs are crucial components of this network (Chiavacci et al., 2012, 2015). In fact, we proved that in mouse cardiac cells and zebrafish embryos, Tbx5 is able to regulate several miRNAs and, in particular, miR-218 and miR-19 (Chiavacci et al., 2012, 2015). The dysregulation of both miRNAs has a severe impact on heart development, affecting early heart morphogenesis.

As a model system, zebrafish has been extensively used for studying early vertebrate development (Kimmel et al., 1995; Yao et al., 2014) over the last 20 years. In particular, the HOS model called heartstring (hts) mutant has been well established in zebrafish, and it recapitulates almost completely the HOS characteristics. Furthermore, the zebrafish hts mutant can be easily replicated with the injection in zebrafish eggs of a specific Tbx5 morpholino (small antisense ribo-oligonucleotides, which blocks target translation) (Garrity et al., 2002).

Here, we propose an integrative approach, which uses experimental data from zebrafish HOS model system and computational methods for investigating *in vivo* complex regulatory networks perturbed in this pathology across two different stages of zebrafish development, 24 and 48 hpf. Those two stages were chosen since they mark fundamental steps in heart development. By 24 hpf, the migration phase is concluded, and the heart tube lies along the anteroposterior axis of the embryo with the atrial end to the left of the midline. By 48 hpf, the heart development is substantially completed: the heart terminated the looping phase and functional valves are formed (Kimmel et al., 1995; Yao et al., 2014). We show that it is possible to use data integration methods for studying rare diseases, providing significant insight into biological processes, and identifying new potential markers and drug targets of clinical interest.

## 2 Materials and Methods

### 2.1 Embryos Injection

The zebrafish line used in this study is the wild-type AB strain, the animals were raised and maintained under standard laboratory conditions (Westerfield, 1993). To silence the zebrafish gene, Tbx5a we used the antisense morpholino oligonucleotide MO-Tbx5a against the translational start site of the gene, the sequence of MO-Tbx5a was 5′-GAA AGG TGT CTT CAC TGT CCG CCA T-3′ (Garrity et al., 2002). The sequence of the control morpholino, MO-Ct, was 5′-CCT CTT ACC TCA GTT ACA ATT TAT A-3′. All morpholinos were supplied by Gene Tools LLC. Zebrafish morpholinos were injected into the yolk of 1-cell stage embryos with a constant injection volume, ~1 nl, using a microinjector (Tritech Research, Los Angeles, CA, USA). Zebrafish eggs were injected with 1.5 ng of MO-Tbx5a or 1.5 ng of MO-Ct, and embryos were collected at 24 and 48 hpf.

### 2.2 RNA Extraction, Library Preparation, Sequencing, and Microarray

For high-throughput DNA sequencing, total RNA was extracted from batch of *n* = 50 zebrafish embryos. The library preparation was done as described in (Baumgart et al., 2012). In detail, 500 ng of total RNA was used as input material. Library preparation was done using the TruSeq Small RNA Sample Prep (Illumina). The purified libraries were quantified on the Agilent DNA 1000 chip, diluted to 10 nM and subjected to sequencing-by-synthesis on Illumina HiSeq 2000 producing single-end 51 bp read length. Two independent batches of embryos were used for MO-Tbx5a and MO-Ct at 24 hpf, one for both condition at 48 hpf.

To measure mRNA expression, the Agilent Low Input Quick Amp labeling kit was used to retrotranscribe into the cDNA (from 200 ng total RNA), amplify, and incorporate the cyanine 3-labeled CTP (cRNA). The method uses the T7 RNA polymerase, which simultaneously amplifies and incorporates cyanine 3-labeled CTP. The fluorescent cRNA was purified and hybridized to the Agilent Zebrafish V3 Gene Expression Microarray 4 × 44, according to the manufacturer protocol. Three independent batches of embryos were assessed for MO-Tbx5a, while two for MO-Ct both at 24 and 48 hpf stages. Resulting images were quantified and text files containing raw values were analyzed.

### 2.3 Analysis of Sequencing and Microarray Data

Raw sequences were obtained and de-multiplexed using the Illumina pipeline CASAVA v1.8.2 FastQC v0.10.1^1^, which was used for quality check, and primary reads were initially trimmed off to remove adapters sequence using Cutadapt v.1.2.1 (Martin, 2011). Employing FASTX_Toolkit (0.0.13.1), the reads with N calls were discarded. Remaining high quality reads, with a minimum length of 17 bp and a maximum 38 bp after clipping, were clustered for unique hits and mapped to zebrafish pre-miRNA sequences present into the mirBase (release 20) employing miRExpress (v2.1.3; Wang et al., 2009). We allowed 95% of sequence identity between read and reference sequence and a length tolerance range of 4 bp for mapping. miRNAs expression profiles were built by calculating the sum of read counts for each miRNA according to the alignment criteria. Differential expression analysis of miRNAs identified by miRExpress was performed using Bioconductor’s package DESeq (Anders and Huber, 2010). The reads count, used as measure of miRNAs quantification, was first normalized by library size factors to a common scale. The analysis was then performed and *p*-values were estimated using a negative binomial distribution model and local regression to estimate the relationship between the dispersion and the mean of each miRNAs. Raw *p*-values were finally adjusted for multiple testing using the Benjamini and Hochberg (1995) procedure controlling the false discovery rate (FDR). miRNAs with an adjusted *p*-value <0.05 were considered to be differentially expressed.

For microarrays, pre-processing of the data included background correction using a normal-exponential convolution model (offset = 16) (Ritchie et al., 2007) and cyclic loess normalization (Ballman et al., 2004) implemented in Limma package v.3.14.4 (Smyth, 2004). Low-expressed probes were filtered out keeping probes that are at least 10% brighter than the 95th percentile of the negative controls on at least 2 arrays. The Agilent Single channel Expression Microarray 4 × 44K for Zebrafish contains 39344 probes, 39162 are unique. For 35073 of them, we were able to retrieve gene accession ids corresponding to 21956 unique gene IDs. The linear modeling approach and empirical Bayes statistics implemented by Limma were used for assessing differentially expression. Finally, *p*-values were adjusted for multiple testing by means of the Benjamini and Hochberg method to control the false discovery rate. Genes with FDR less than 0.05 and fold change (FC) higher than 1.3 were selected for downstream analysis.

All statistical analyses were conducted using *R* and available Bioconductor packages.^2^

### 2.4 Integrated Analyses of Zebrafish miRNA and mRNA Expression Profiles

In order to discover miRNA-target pairs involved in HOS, we combined inverse correlations between miRNA and mRNA expression for improving *in silico* microRNA target predictions (see Figure 1). We selected the significant differential expressed miRNAs and mRNAs and performed target prediction analysis. Since miRNAs act at the post-transcriptional level downregulating their targets binding on the 3′-UTR of mRNAs, in this study, we focused our attention on these sequences that we retrieved from the UCSC Table Browser.^3^ We predicted miRNA target sites in the 3′-UTR using TargetScan Fish 6.2 (Lewis et al., 2005) and Pita (Kertesz et al., 2007) algorithms and then selected the consensus. Finally, we extracted the inversely correlated interactions (to reflect the typical miRNA–mRNA relationship) obtaining the final miRNA-target list.

**Figure 1:**
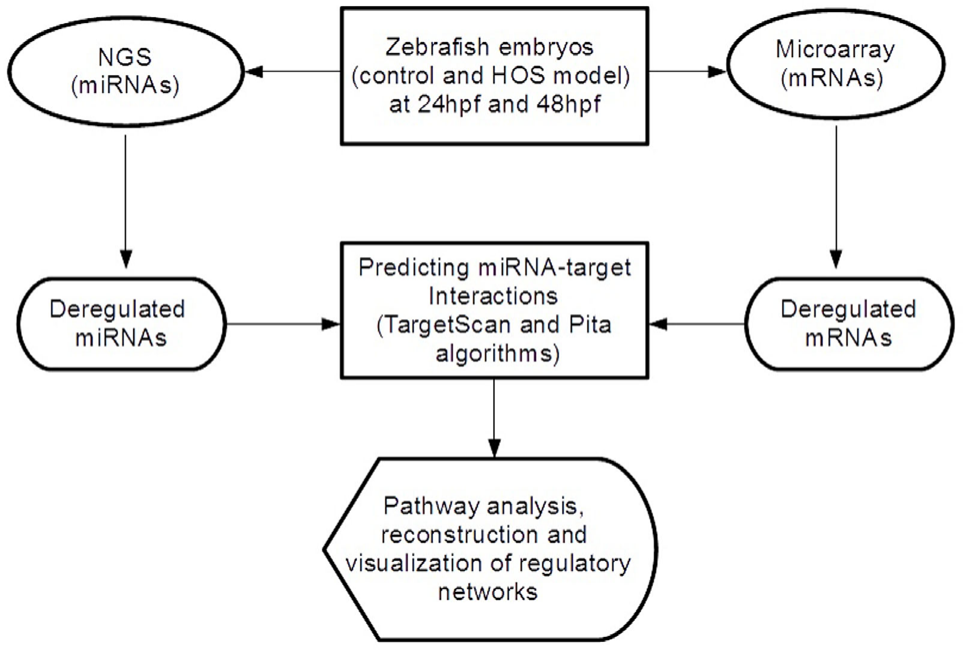
**Overview of the analytical workflow used in the study to identify inversely correlated putative target genes and to build altered regulatory networks in HOS**.

## 3 Results

In the following sections, we detail the expression profiles of both miRNAs and annotated genes, which resulted altered by Tbx5a depletion during early zebrafish developmental stages (24 and 48 hpf). Small RNAseq and microarray analysis were performed to generate, respectively, miRNA and mRNA profiles. Moreover, we describe the main results obtained by integrating experimental data with computational methods to investigate *in vivo* regulatory networks modified by Tbx5 dosage alteration.

### 3.1 Sequencing and Annotation of miRNAs Modulated by Tbx5a at 24 and 48 hpf

In order to assess miRNAs expression modulation in zebrafish embryos after Tbx5a depletion, we conducted massive parallel sequencing experiments producing between 12.7 and 25.1 million total sequencing reads were obtained for each given library (16.8 mean) and this ranged from 10.5 to 20.2 million reads of 17–38 length after adapter trimming. 

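Small RNA was sequenced from whole embryos of the wild-type AB strain injected with 1.5 ng of MO-Tbx5a, an antisense morpholino against the translational start site of tbx5a, or of the control morpholino MO-Ct. Each library came from a batch of 50 embryos. At 24 hpf each morpholino had 2 libraries, and at 48 hpf each had 1. No difference at 48 hpf therefore has a replicate check among the libraries. Small RNA libraries do not measure Tbx5a protein, whose translation the morpholino is meant to block, so the knockdown itself could not be checked in them. The authors mapped the trimmed reads to zebrafish precursors with miRExpress and deposited signal values, the reads of each library divided by its DESeq size factor, called normalized reads here. The table lists pairs of a precursor and a mature miRNA, which give 230 mature miRNAs. The values of a mature miRNA with several precursors were averaged, and in 32 of 37 such cases they lay within 10% of each other. At 24 hpf, limma was fitted with a variance trend to log2 of the normalized reads plus 2, which understates the change of low miRNAs. Between the batches of a group, the SD of the log2 ratio over miRNAs was 0.37 for MO-Ct and 0.40 for MO-Tbx5a. At 48 hpf, a log2 ratio was counted when it passed a limit, the 99th percentile of the log2 ratios between batches at 24 hpf among the 100 miRNAs nearest in abundance in each group. The few miRNAs that differ most between batches set this limit, so a ratio within it does not show the absence of a change.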

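The low values of each library are whole multiples of 1 step, taken as the value of 1 read, which ranged from 0.466 to 1.87 normalized reads. On this scale, an estimated 1699878 to 3148885 reads per library fell on the mature miRNAs of the table. At least 1 read was found for 227 to 230 mature miRNAs per library, with a mean of 229, and at least 10 reads for 199 to 223. In the 4 libraries where some mature miRNA had no read, up to 3 reads remain possible for it, or between 1.64 and 5.61 normalized reads, which covers counting error only. The miR-430 family took 46.0% to 58.7% of the normalized reads in the libraries at 24 hpf. At 48 hpf it took 15.2% in the library labelled MO-Ct and 5.15% in the library labelled MO-Tbx5a.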

On average, around 760 thousands of reads mapped to zebrafish miRNAs, annotated in miRBase v20 identifying 367 mature miRNAs on average per sample (see Table S2 in Supplementary Material). Among them, 19 miRNAs resulted to be significantly modulated at 24 hpf and 33 at 48 hpf (Table S3 and S4 in Supplementary Material respectively). 

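At 24 hpf, 16 of the 210 miRNAs with at least 10 normalized reads in at least 2 of the 4 libraries had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. Of these, 7 were higher and 9 lower in MO-Tbx5a embryos, and 44 miRNAs had an unadjusted p under 0.05. The groups did not overlap for 15 of the 16, and for 52.4% of all miRNAs tested, where chance gives 33.3%. The count rested on the scaling of the libraries and on the variance trend. With library totals in place of the deposited size factors, 0 miRNAs were called, the smallest adjusted p was 0.103 and 38 had an unadjusted p under 0.05. With the deposited size factors but without the variance trend, 1 was called. At 48 hpf, 46 of 219 miRNAs passed their limit, 25 of them higher and 21 lower in the library labelled MO-Tbx5a. With the 95th percentile as the limit, 86 did. Library totals moved the median log2 ratio of all miRNAs at 48 hpf by 0.18 and gave 31 higher and 15 lower. The direction at 48 hpf is that of the library labels, and for 31 of the 32 miRNAs of Supplementary Table 4 it is opposite to the direction listed there. From DESeq comparisons of these libraries, the paper states that the expression of the listed miRNAs is modulated after Tbx5a depletion. It also measured some of them by Q-RT PCR in independent microinjection experiments.

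**Figure D1:**
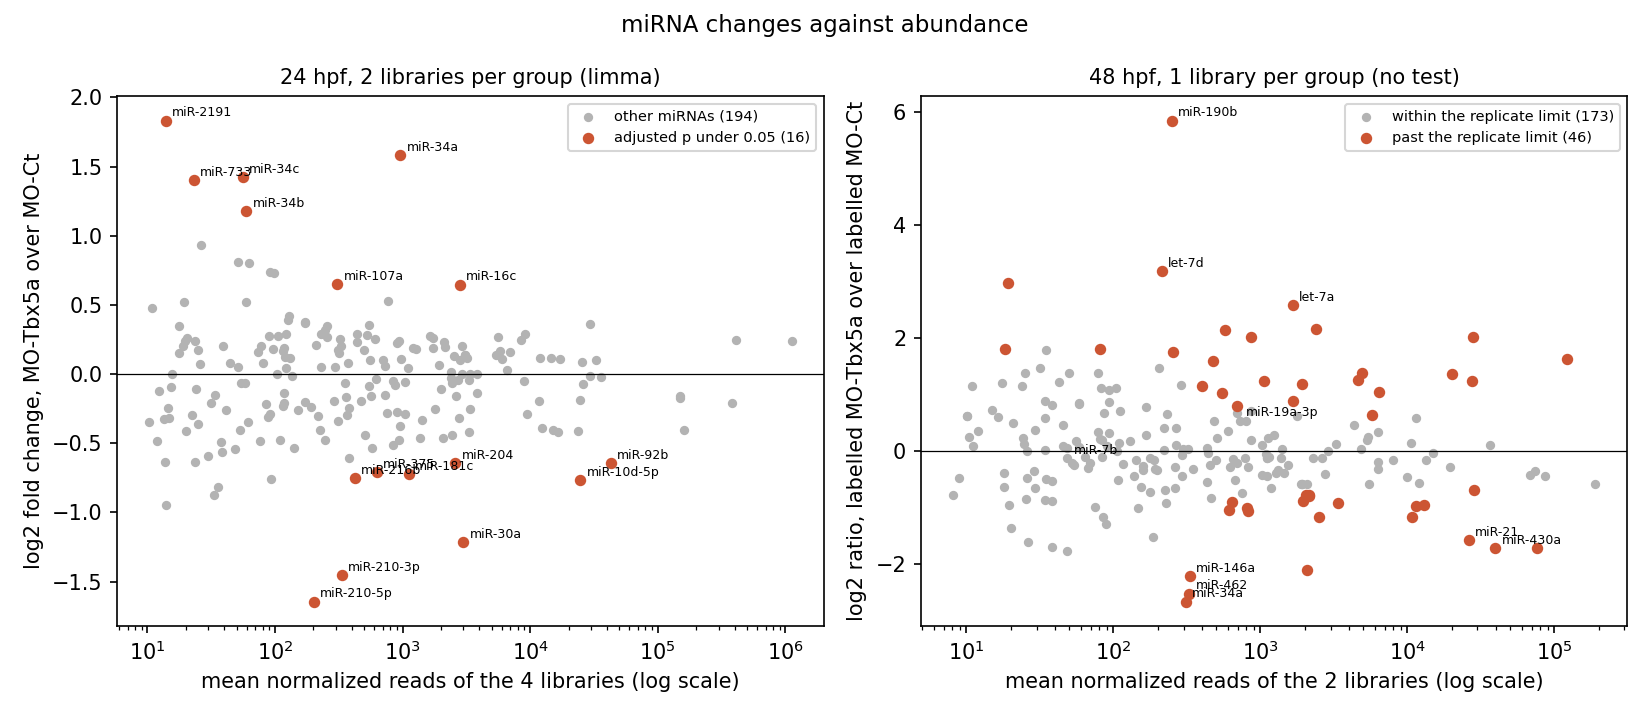
Log2 change of each miRNA against its mean normalized reads (log axis), at 24 hpf (left, MO-Tbx5a over MO-Ct) and at 48 hpf (right, library labelled MO-Tbx5a over library labelled MO-Ct). Coloured points are the 16 miRNAs called by limma at 24 hpf and the 46 past their replicate limit at 48 hpf.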

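At 24 hpf, miR-34a had 1431 ± 192 normalized reads in MO-Tbx5a embryos and 485 ± 150 in MO-Ct embryos (SD, n = 2 libraries each). Its log2 fold change was 1.59 (standard error 0.19, adjusted p = 2.29e-13 from limma with Benjamini-Hochberg adjustment). For miR-30a the log2 fold change was -1.21 (standard error 0.16, adjusted p = 1.36e-10 from limma), and for miR-10d-5p it was -0.77 (standard error 0.15, adjusted p = 4.61e-05 from limma). miR-210-3p had a log2 fold change of -1.45 and miR-210-5p one of -1.64, with adjusted p of 1.34e-07 and 2.41e-07 from limma. Both depended on 1 control library: without MO-Ct batch 1 their log2 fold changes were -0.78 and -0.77. These p rest on a spread pooled over miRNAs of similar abundance. Without the variance trend, the adjusted p of the 5 miRNAs lay between 0.0653 and 0.258, and with library totals between 0.103 and 0.175. With median-ratio size factors, miR-34a, miR-10d-5p and miR-30a stayed called, and miR-210-3p and miR-210-5p did not. Other filters, a fold threshold and 1 fit of all 6 libraries kept all 5 called. At 48 hpf, miR-462 had 96.3 normalized reads in the library labelled MO-Tbx5a and 562 in the library labelled MO-Ct, and its log2 ratio of -2.52 passed its limit of 1.74. miR-146a had 117 and 548 in the same order, a log2 ratio of -2.21 with the same limit. miR-190b had 490 and 6.53, a log2 ratio of 5.85, from an estimated 896 and 14 reads. miR-7b had 46.5 and 50.8, and its log2 ratio of -0.12 lay within its limit of 1.79.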

We selected the most variable miRNAs, in terms of expression fold-change between Tbx5 and Ct morphants for downstream analysis: miR-34a, miR-10d-5p, miR-30a, miR-210-3p, and miR-5p at 24 hpf, miR-34a, miR-462, miR-146a, miR-21, miR-7b, and miR-190b at 48 hpf (Table 1). Differently from experiments reported in our previous work (Chiavacci et al., 2015), the downregulation of miR-19a at 48 hpf was not significant. However, this miRNA was included in the list of miRNAs modulated by Tbx5 because: (1) Q-RT PCR analysis performed in four different sets of experiments confirmed miR-19a downregulation (Figure 2B), (2) this downregulation was clearly supported by physiological data and by *in situ* hybridization experiments already presented (Chiavacci et al., 2015). 

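At 48 hpf, miR-19a-3p had 858 normalized reads in the library labelled MO-Tbx5a and 589 in the library labelled MO-Ct, from an estimated 1567 and 1263 reads. The log2 ratio of 0.54 lay within its limit of 0.74. The inverse ratio, the library labelled MO-Ct over that labelled MO-Tbx5a, was 0.687. Table 1 gives 0.68, a value that it takes from the authors' earlier work. At 24 hpf its log2 fold change was 0.20 (standard error 0.16, adjusted p = 0.523 from limma with Benjamini-Hochberg adjustment).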

Besides miR-19a-3p, other seven differentially modulated miRNAs were measured by quantitative RT-PCR and fold-changes were compared in Figures 2A,B for 24 and 48 hpf, respectively. All modulation was confirmed except for miR-210-5p, which resulted not significative.

**Table 1:** **Selected differentially expressed miRNAs at 24 and 48 hpf**.

Devel. stage	miRNA	FC	p-val	adj p-val
24 hpf	dre-miR-34a	2.82	1.03e−12	2.99e−10
	dre-miR-10d-5p	0.55	11.24e−07	6.77e−06
	dre-miR-30a	0.41	9.40e−12	1.02e−09
	dre-miR-210-3p	0.33	8.29e−12	1.02e−09
	dre-miR-210-5p	0.26	1.68e−10	1.22e−08
48 hpf	dre-miR-34a	6.62	7.43e−16	2.70e−14
	dre-miR-462	5.6	5.95e−10	7.63e−09
	dre-miR-146a	4.51	1.05e−09	1e27e−08
	dre-miR-21	2.84	1.65e−10	2.25e−09
	dre-miR-19a-3p^a^	0.68	8.52e−02	4.91e−02
	dre-miR-7b	0.10	1.83e−07	1.66e−06
	dre-miR-190b	0.01	1.21e−18	5.29e−17

*^a^Data for miR-19a-3p comes from our previous published data in (Chiavacci et al., 2015)*.

**Figure 2:**
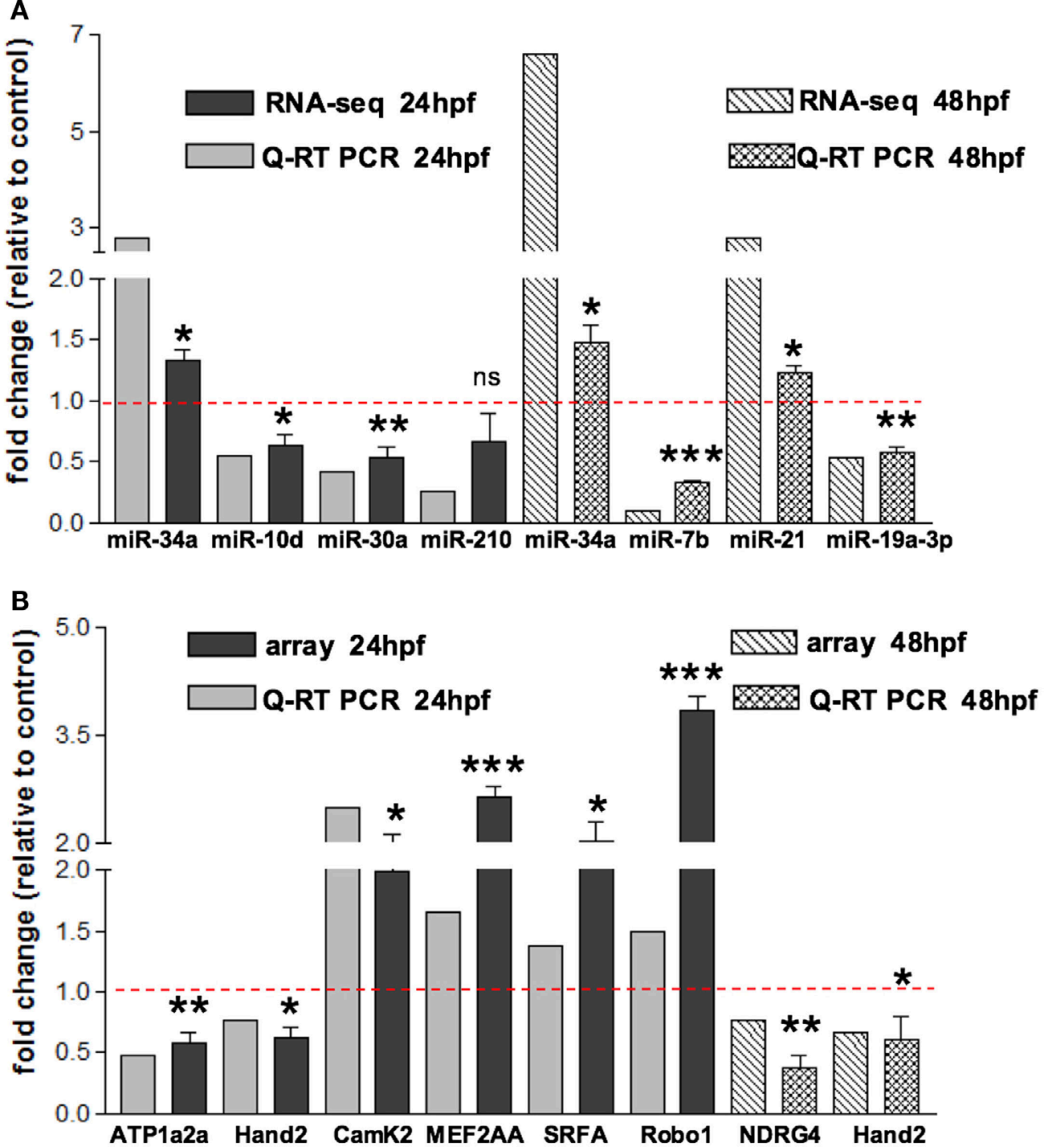
**Validation of small RNA seq profiling and array-based gene expression profiles by Quantitative RT-PCR**. **(A)** Sequencing and corresponding Q-RT PCR expressions of eight of the miRNAs reported in Table 1 and identified as differentially modulated in MO-Tbx5 vs. MO-Ct embryos at 24 hpf and at 48 hpf are reported. Values are expressed as fold change of MO-Tbx5 relative to MO-Ct. For Q-RT PCR, values are normalized on U6 expression. As pointed out in the results, miR-19a RNA-seq value is from Chiavacci et al. (2015). miR-210 is the 5p isoform. **(B)** Microarray and corresponding qRT-PCR expressions of eight genes showing differential expression in MO-Tbx5 compared to MO-Ct embryos at 24 and 48 hpf are reported. Values are expressed as fold change of MO-Tbx5 relative to MO-Ct. For Q-RT PCR, values are normalized on EF1, beta actin, and 18S expression. The values reported in the Q-RT PCR analysis are the mean of at least three independent microinjection experiments, *t*-test was used for statistical analysis: *p < 0.05, **p < 0.01, and ***p < 0.001.

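By library at 24 hpf, miR-34a had 1566 and 1295 normalized reads in MO-Tbx5a batches 1 and 2, and 379 and 591 in MO-Ct batches 1 and 2. miR-10d-5p had 17879 and 18778 in the MO-Tbx5a batches and 29477 and 32978 in the MO-Ct batches. miR-30a had 1452 and 2189 in the MO-Tbx5a batches and 3993 and 4292 in the MO-Ct batches. miR-210-5p had 114 and 60.9 in the MO-Tbx5a batches and 487 and 144 in the MO-Ct batches, a larger gap between the MO-Ct batches than between the nearest libraries of the groups.

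**Figure D2:**
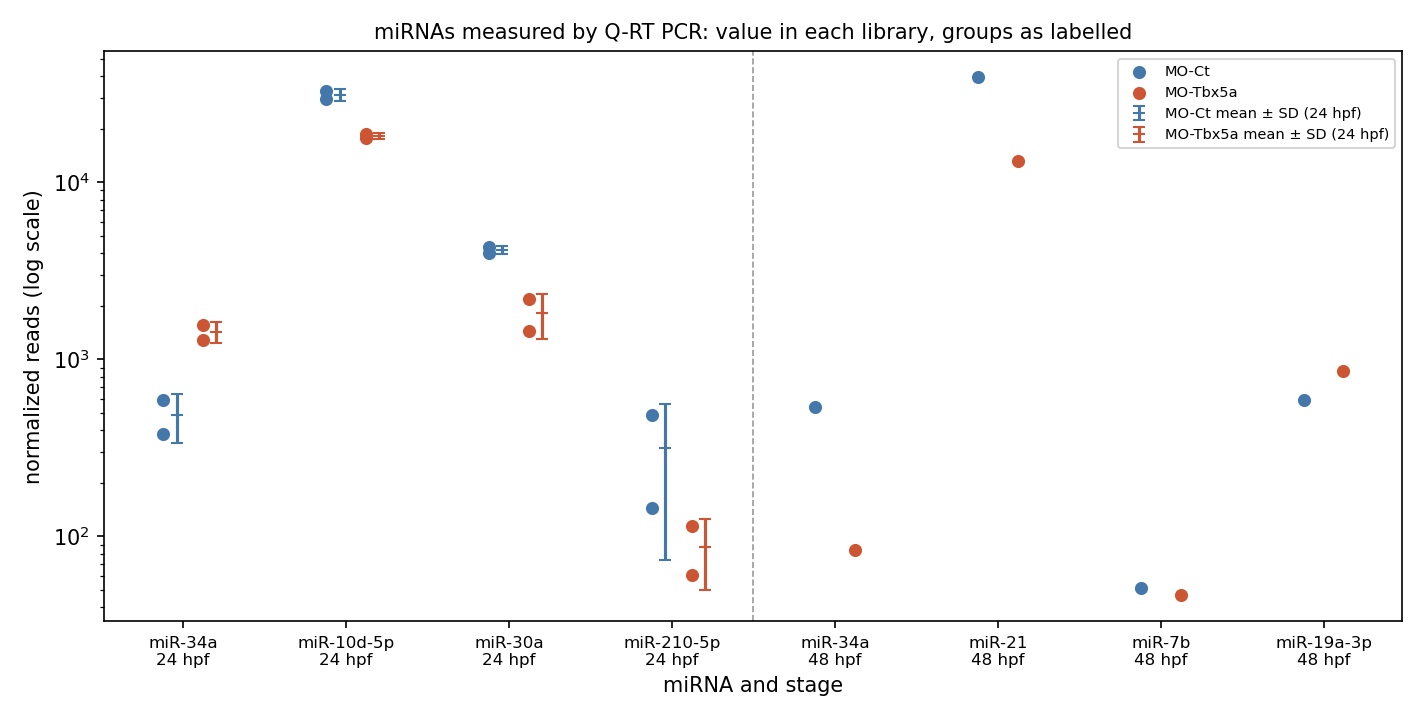
Normalized reads (log axis) of 8 combinations of miRNA and stage, with 1 point per library and groups as labelled; bars at 24 hpf are the mean ± SD of 2 libraries. At 24 hpf the points of the groups do not overlap, and at 48 hpf each group has 1 point.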

### 3.2 Tbx5 Sensitive Genes in Early Developmental Stages of Zebrafish

To characterize the gene expression profiles at 24 and 48 hpf of zebrafish development and evaluate how altered Tbx5 dosage influences the genome-wide transcription, we measured mRNAs using expression microarray technology (see Materials and Methods for details). mRNAs were extracted from zebrafish embryos injected with MO-Tbx5a or MO-Ct and collected at 24 and 48 hpf. Using an absolute FC cut-off of 1.3 and an adjusted *p*-value of 0.05, we identified 7100 differentially modulated genes after TBx5a silencing at 24hpf, while 2276 genes at 48 hpf. The magnitude of differential expression was formally tested to be biologically significant using the *t*-test relative to a threshold (TREAT) method (McCarthy and Smyth, 2009) implemented in Limma. The complete lists are available as Supplementary Material. Validation by relative Q-RT PCR was performed for some of the genes taking into consideration the relevance for the cardiac context. Q-RT PCR analysis confirmed the microarray data (Figure 2A for 24 hpf and Figure 2B for 48 hpf).

To highlight most relevant functional categories among identified modulated genes, we performed a Functional Annotation Clustering using The Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (Da Wei Huang and Lempicki, 2008). The Functional Annotation Clustering integrates the Kappa statistics to measure common genes between two annotations (e.g., ontological terms), and the fuzzy heuristic clustering to classify the groups of similar annotations according to kappa values. The resulting groups have similar biological meaning due to share similar gene members. We considered KEGG pathways and Gene Ontology terms performing the enrichment analysis of downregulated and upregulated genes (separately) at 24 and 48 hpf. Clusters that resulted significant (*p* < 0.05) are reported in Table 2. Interestingly, at 24 hpf, the top scoring functional categories contained genes that are involved in cell adhesion and ion binding. It is well known that morphogenesis requires specific cell adhesion molecules that are expressed in a precise developmental time, and the altered gene expression leads to heart defects (Buck et al., 1993; Kwee et al., 1995). In accordance with this observation and with our results, genes annotated with the term homophilic cell adhesion were also identified as significantly upregulated following inhibition of Tbx5a in a microarray-based expression profile performed in 56 hpf Tbx5 morphant zebrafish embryos (Mosimann et al., 2015). Furthermore, we found that the majority of modulated genes consisted of the cation and ion binding categories. In this context, the cation calcium has an important role in heart development, functions, and diseases (Arnolds et al., 2012; Crocini et al., 2014). The Calcium Binding Proteins (CaBPs) share a very similar domain organization with Calmodulin (CaM) and have been shown to have coevolved in vertebrate animals (McCue et al., 2010). The CaBPs have an important role during the development and in several diseases, such as Diastolic dysfunction that is characterized by slow or incomplete relaxation of the ventricles during diastole and is an important player in heart failure pathophysiology (Asp et al., 2013).

**Table 2:** **Most significant categories from functional annotation clustering analysis of the deregulated transcripts were reported**.

Time-regulation	Cluster	Term	Benjamini *p* value	Fold-enrich.
24 hpf, up genes	c1	GO:0007155 cell adhesion	6.97e−03	2.11
	c1	GO:0022610 biological adhesion	6.97e−03	2.11
	c1	GO:0007156 homophilic cell adhesion	8.87e−03	3.27
	c1	GO:0016337 cell–cell adhesion	1.28e−02	2.89
	c2	GO:0008270 zinc ion binding	5.71e−03	1.33
	c2	GO:0046914 transition metal ion binding	4.12e−03	1.28
	c3	GO:0006468 protein amino acid phosphorylation	1.24e−02	1.67
	c3	GO:0016310 phosphorylation	2.51e−02	1.57
24 hpf, down genes	c1	GO:0044429 mitochondrial part	2.56e−03	1.81
	c1	GO:0005739 mitochondrion	3.97e−03	1.62
	c1	GO:0031975 envelope	2.07e−02	1.59
	c1	GO:0031967 organelle envelope	2.10e−02	1.60
	c1	GO:0019866 organelle inner membrane	2.33e−02	1.88
	c1	GO:0005743 mitochondrial inner membrane	2.40e−02	1.88
	c1	GO:0005740 mitochondrial envelope	2.55e−02	1.74
	c1	GO:0031966 mitochondrial membrane	2.97e−02	1.71
	c2	GO:0046872 metal ion binding	4.10e−02	1.19
	c3	GO:0004672 protein kinase activity	4.90e−02	1.56
48 hpf, down genes	c1	GO:0043565 sequence-specific DNA binding	1.02e−08	2.25
	c1	GO:0003700 transcription factor activity	1.24e−06	1.94
	c1	GO:0030528 transcription regulator activity	2.57e−06	1.76
	c1	GO:0051252 regulation of RNA metabolic process	7.00e−05	1.71
	c1	GO:0006355 regulation of transcription. DNA-dependent	1.07e−04	1.72
	c1	GO:0003677 DNA binding	3.12e−03	1.44
	c1	GO:0045449 regulation of transcription	7.05e−03	1.46
	c2	GO:0019825 oxygen binding	1.07e−04	9.26
	c2	GO:0005344 oxygen transporter activity	1.07e−04	9.26
	c2	GO:0005833 hemoglobin complex	2.57e−04	10.68
	c2	GO:0015669 gas transport	4.79e−04	8.92
	c2	GO:0015671 oxygen transport	4.79e−04	8.92
	c3	dre00010: glycolysis/gluconeogenesis	2.85e−03	3.99

### 3.3 Changes in miRNA Expression and Integration with mRNA Profile Identify Potential miRNA–mRNA Target Pairs Involved in HOS

In this study, we integrated two target prediction algorithms, TargetScan and Pita, with miRNA and gene expression data to refine *in silico* predictions and reduce the number of false positive interactions. The resulted miRNA-target pairs consisted of 122 potential targets at 24 hpf for upregulated miRNAs and 372 potential targets for downregulated miRNAs (complete lists are in Table S5 and S6 in Supplementary Material). At 48 hpf, we discovered 142 potential targets for upregulated miRNAs and 162 for downregulated miRNAs (see Table S7 and S8 in Supplementary Material). Among them, several miRNA–mRNA interactions involved genes that are known to be connected to heart development or cardiac functions published in previous works (Table S9 and S10 in Supplementary Material). We summarized these finding in Figures 3 and 4 and explore most interesting functional relations in the next section.

**Figure 3:**
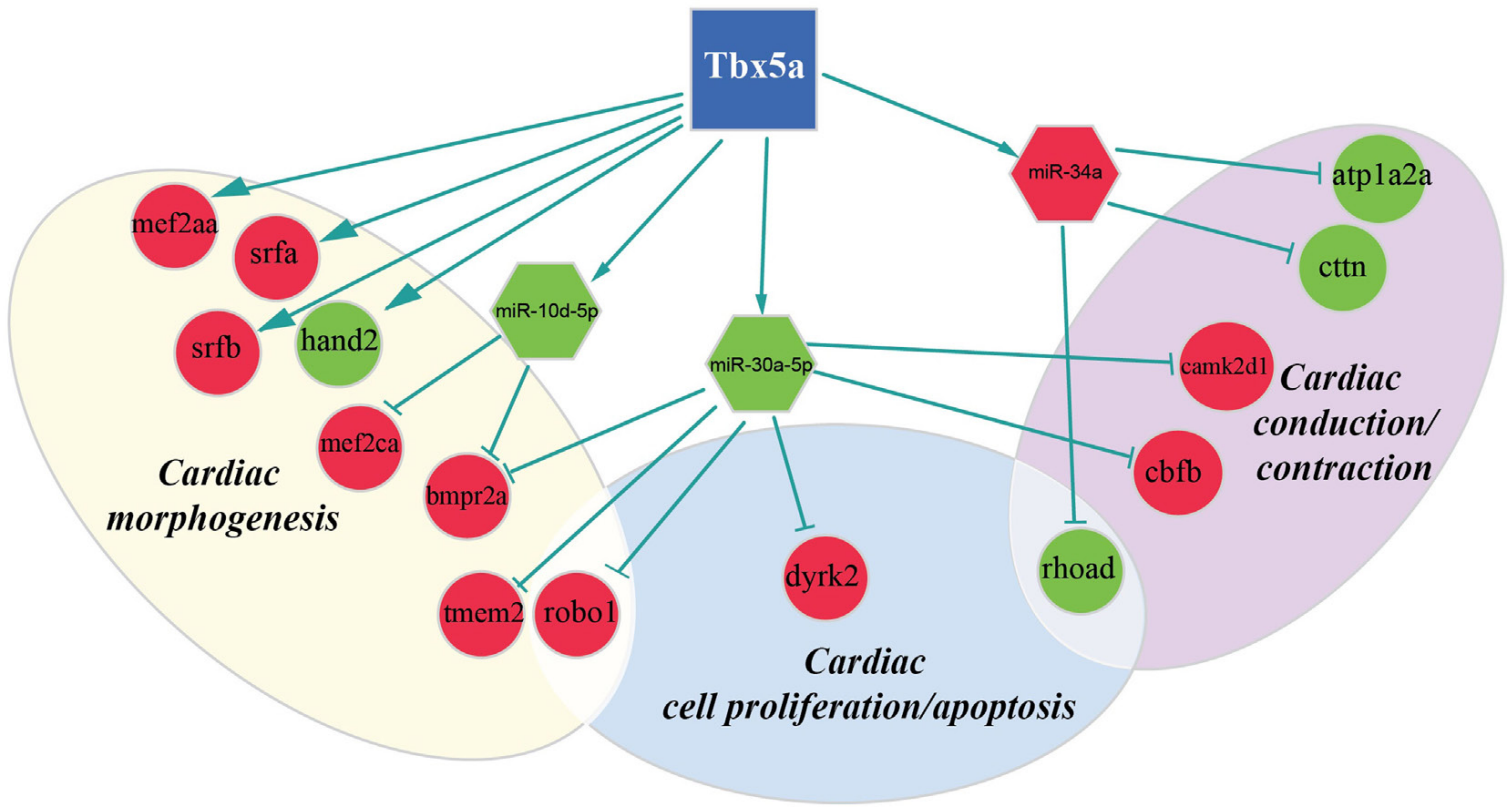
**Regulatory network altered in zebrafish HOS model at 24 hpf**. Potential interactions involving Tbx5, transcriptional factors, miRNAs, and their targets are shown together with the functional impact in heart development.

**Figure 4:**
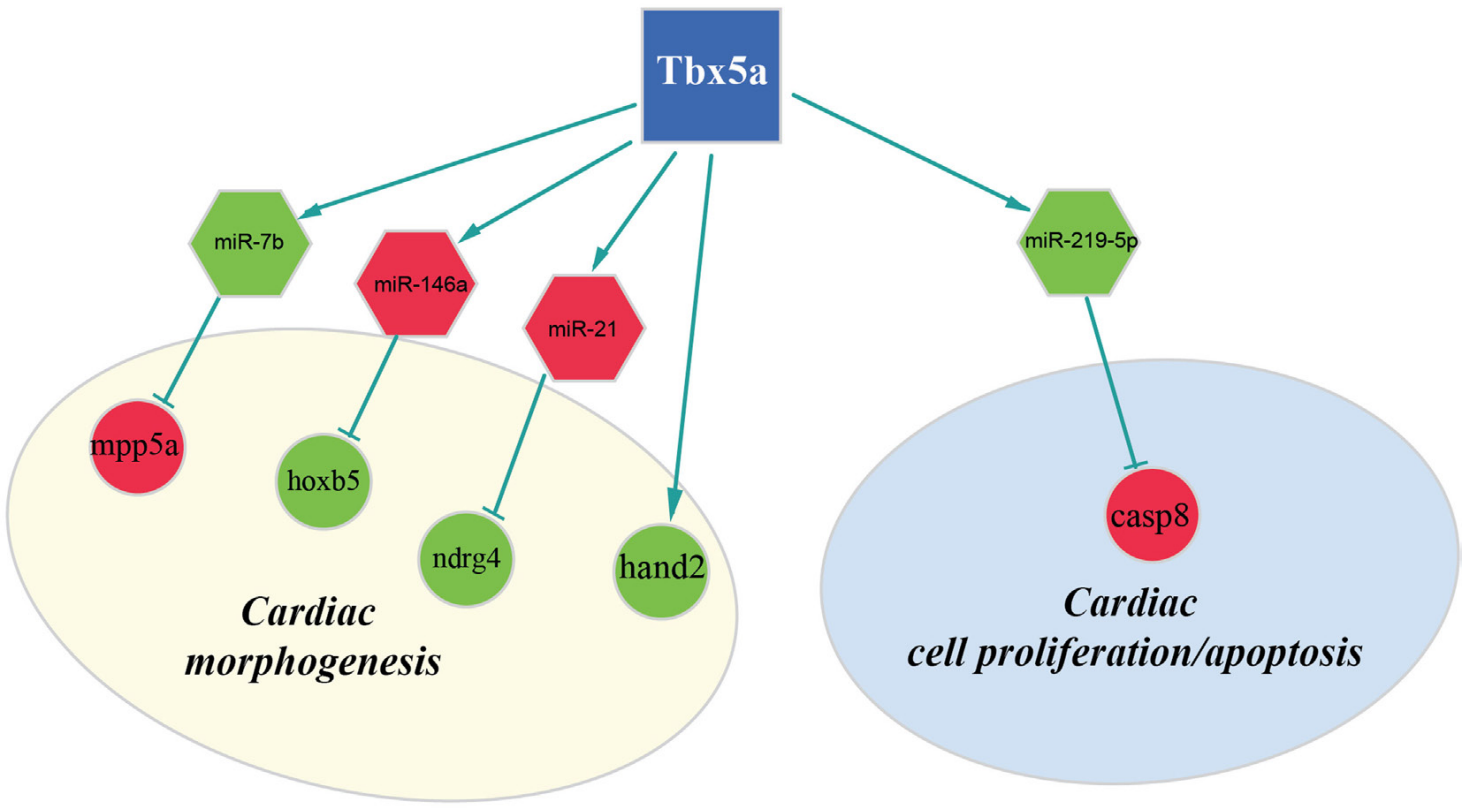
**Regulatory network altered in zebrafish HOS model at 48 hpf**. Potential interactions involving Tbx5, miRNAs, and their targets are shown together with the functional impact in heart development.

## 4 Discussion

Tbx5 is a crucial transcription factor in heart development. In HOS murine model, it has been shown that even small alterations of this gene cause modulation of hundreds of genes (Mori et al., 2006). It has been suggested that the strong impact that Tbx5 has on gene expression is mainly the result of its ability to modulate other regulators, such as different transcription factors, in a very complex regulatory network. Our previous studies suggest that Tbx5 affects the embryo development by modulating also miRNAs (Chiavacci et al., 2012). Moreover, the fact that miR-19a replacement is able to partially rescue fins and cardiac defects in a zebrafish model of HOS, strongly supports the importance of miRNAs in Tbx5 regulatory circuits (Chiavacci et al., 2015).

In this study, we analyzed miRNA and mRNA expression profiles at two fundamental time points (24 and 48 hpf) of zebrafish embryos development after depletion of Tbx5 and compared them to the wild-type ones. We employed expression data to improve miRNA-target predictions of computational sequence-based methods by means of anticorrelation analysis of miRNA–mRNA expression levels. Repression by animal miRNAs, differently from plant miRNAs, leads to decreased translational efficiency and/or decreased mRNA levels. Although, the relative contributions of these two outcomes is still unknown and increasing experimental evidences show that changes in mRNA levels closely reflects the impact of miRNAs on gene expression suggesting that destabilization of target mRNAs by exonucleolytic activity is the main mechanism to decrease protein output (Baek et al., 2008; Hendrickson et al., 2009; Guo et al., 2010; Subtelny et al., 2014). Therefore, the anticorrelation analysis of miRNA–mRNA expression levels may contribute to elucidate large portion of miRNA–mRNA regulatory networks affected by pathological conditions. This approach allowed us to identify putative miRNA–target interactions, and cardiac transcription factors that are particularly interesting in the context of HOS.

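With each library left out in turn, the log2 fold change of miR-34a at 24 hpf stayed between 1.27 and 1.90. Its family members were far lower: miR-34b had 157 and 26.0 normalized reads in MO-Tbx5a batches 1 and 2 against 26.6 and 28.5 in the MO-Ct batches, and miR-34c had 135 and 37.6 against 31.9 and 20.2. The log2 fold changes were 1.18 for miR-34b and 1.42 for miR-34c (adjusted p = 0.0371 and 0.00411 from limma with Benjamini-Hochberg adjustment). Without MO-Tbx5a batch 1 they were -0.08 and 0.53, so that library decides both. At 48 hpf, miR-34a had 83.7 normalized reads in the library labelled MO-Tbx5a and 541 in the library labelled MO-Ct, from an estimated 153 and 1160 reads. As labelled, its log2 ratio was -2.66, past its limit of 1.74 and opposite in sign to 24 hpf.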

One of the most interesting miRNA identified as upregulated both at 24 and 48 hpf was miR-34a. MiR-34 family members (miR-34a, -34b, and -34c) are upregulated in the heart in response to stress and the silencing of the entire miR-34 family could protect the heart against pathological cardiac remodeling and improve cardiac functions (Bernardo et al., 2012). Moreover, miR-34a is induced in the aging heart and *in vivo* silencing of miR-34a reduces age-associated cardiomyocyte cell death. The inhibition of miR-34a reduces cell death and fibrosis following acute myocardial infarction and improves recovery of myocardial function (Boon et al., 2013). These recent studies show an emerging role of miR-34a (and the miR-34 family) as potential regulator of heart remodeling. Therapies that inhibit miR-34a could be useful for cardiac pathologies and HOS.

We discovered several potential miR-34a targets with a possible connection with heart development and HOS (Figure 2). The *ATPase Na*^+^*/K*^+^ *transporting, alpha 2a polypeptide (ATP1a2a)* transcript is downregulated in 24 hpf Tbx5a morphants. Since the ATP1a2a contributes to the Ca homeostasis by pumping sodium ions (Na^+^) out of cells and potassium ions (K^+^) into cells, a downregulation of this enzyme might have a negative impact in cardiac contractility and control of arrhythmias. This observation is consistent with the crucial role of Tbx5 in the regulation of cardiac contraction in embryos and in adults. Interestingly, HOS patients show diastolic filling abnormalities and downregulation of ATP2a2, which regulates Ca fluxes in the SR (Zhu et al., 2008).

Furthermore, our data suggest that miR-34a might impact cardiac contraction by regulating a member of the *ras homolog gene family*, rhoad. RhoA, controlling the Rho-kinase pathway, plays an important role in various fundamental cellular functions, including contraction and motility (Satoh et al., 2011). Moreover, in line with the pro apoptotic role exerted by miR-34a (Raver-Shapira et al., 2007), we observed upregulation of *dual-specificity tyrosine-(Y)-phospho-regulated kinase 2 (dyrk2)*, putative miR-30a target, which negatively regulates the cardiomyocyte growth by mediating repressor function of GSK-3 beta on eIF2B (Weiss et al., 2013) and upregulation of *caspase 8*, putative target of miR-219-5p downregulated at 48 hpf (Figure 3).

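In the table miR-219-5p is listed as miR-219. At 48 hpf it had 1251 normalized reads in the library labelled MO-Tbx5a and 1629 in the library labelled MO-Ct, and its log2 ratio of -0.38 lay within its limit of 0.71. The inverse, the library labelled MO-Ct over that labelled MO-Tbx5a, was 0.38. That is the direction in which most fold changes of Supplementary Table 4 lie, so the sign depends on the library names. At 24 hpf its log2 fold change was -0.47 (standard error 0.18, adjusted p = 0.0762 from limma with Benjamini-Hochberg adjustment). It was -0.15 without MO-Tbx5a batch 1 and -0.80 without MO-Tbx5a batch 2.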

As expected, several genes affecting cardiac morphogenesis were identified in our analysis (Figures 2 and 3). Specifically *Roundabout Guidance Receptor 1 (Robo1)*, which is involved in heart tube formation in zebrafish (Fish et al., 2011) and tmem2, whose expression in myocardial and endocardial tissues in zebrafish and mouse is required for regionally restrict atrioventricular canal boundary and endocardial cushion development. Both genes are putative miR-30a targets at 24 hpf.

Recently, a role for Tbx5 in the establishment of correct heart asymmetry in zebrafish embryos has been highlighted (Pi-Roig et al., 2014). Our data suggest that miR-30a and miR-10d might be contribute to this specific Tbx5 function by controlling respectively bmpr2a (Monteiro et al., 2008) and camk2d1 (Francescatto et al., 2010).

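Other members of the miR-30 family changed less than miR-30a at 24 hpf. The log2 fold change was -0.40 for miR-30d and -0.29 for both miR-30b and miR-30c, with adjusted p between 0.0681 and 0.419 from limma with Benjamini-Hochberg adjustment, and -0.02 for miR-30e-5p. The differences between members were not tested. The other arm of the miR-10d hairpin, miR-10d-3p, had a log2 fold change of -0.76 (standard error 0.30, adjusted p = 0.0809 from limma). At 48 hpf the log2 ratio of miR-30a was -1.17 in the library labelled MO-Tbx5a against that labelled MO-Ct, past its limit of 0.64. Supplementary Table 4 lists the opposite direction for it, a fold change of 2.14. The log2 ratio of miR-10d-5p was 0.11, within its limit of 0.59.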

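At 48 hpf, miR-21 had 13211 normalized reads in the library labelled MO-Tbx5a and 39188 in the library labelled MO-Ct, from an estimated 24137 and 84039 reads. As labelled its log2 ratio was -1.57, past its limit of 0.59. At 24 hpf it had 25224 ± 3099 normalized reads in MO-Tbx5a embryos and 26500 ± 2980 in MO-Ct embryos (SD, n = 2 libraries each), a log2 fold change of -0.07 (standard error 0.15, adjusted p = 0.806 from limma with Benjamini-Hochberg adjustment).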

Another interesting miRNA that we found upregulated at 48 hpf is miR-21 whose deregulation in heart has been reported to contribute to cardiovascular disease (Jazbutyte and Thum, 2010). More recently, a crucial role of this miRNA in heart valve formation has been also shown in zebrafish (Banjo et al., 2013), and the alteration of cardiac valve morphology is one of the hallmark of zebrafish HOS phenotype (Camarata et al., 2010; Chiavacci et al., 2012). Two predicted targets of miR-21 are NDRG1B and NDRG4, members of the *N-myc downstream regulated gene (NDRG) family*, which are downregulated in Tbx5 morphants at 48 hpf. Alterations of NDRG4 cause several of the cardiac defects that characterize the heartstring mutants and are significantly decreased in hearts with reduced Tbx5 activities (Qu et al., 2008). Therefore, we hypothesized that Tbx5 might affect NDRG4 expression through miR-21 modulation.

Although in this study, we used whole embryos for our analysis, we discovered important alterations on transcription factors with crucial roles in heart development. In particular, we observed downregulation both at 24and 48 hpf of the *bHLH transcription factor Hand2* (Yelon et al., 2000). Mutations in the hands off locus, which encodes for this transcription factor, cause defects in myocardial development in an early stage, produce a reduced number of myocardial precursors, and show delayed differentiation of the pectoral fin mesenchyme (Schindler et al., 2014). All these phenotypic characteristics are in line with the observed Tbx5 morphant phenotype. In HOS mouse hearts, a strong downregulation of Hand1 was observed (Mori et al., 2006). In mouse, Hand1 and Hand2 are members of the *Hand subfamily* and have partially redundant functions (Yelon et al., 2000; Tamura et al., 2014). However, in zebrafish, only one member of the hand family has been identified, the Hand2 transcription factor, which is able to perform several of the functions that in mammals are Hand1 specific (Togi et al., 2006; Reichenbach et al., 2008). Therefore, modulation of Hand1 in mouse or Hand2 in zebrafish might have similar functional consequences. Indeed, it has been shown that Hand2 is able to downregulate Nppa, a direct target of Tbx5 and Irx4 an other important cardiac transcription factor strongly downregulated in HOS mouse heart (Bruneau et al., 2001; Mori et al., 2006). In our analysis, we were not able to detect a significant modulation of Nppa gene whose expression is restricted to the cardiac tissue. On the contrary, at 48 hpf, we detected a downregulation of Irx4. This gene is not only expressed in the heart tissues but also present in the eye, a district which is relatively large at this time of development and where Tbx5 is functionally active.

Differently from Hand2, MEF2AA, MEF2CA, SRFB, and SRFA resulted upregulated in 24 hpf embryos depleted for Tbx5a. Among them, MEF2CA is a putative target of miR-10d, both miRNAs already mentioned as downregulated at 24 hpf. All of them codify for transcription factors largely expressed in mesodermal tissues and involved in cardiac developmental patterns highly active at 24 hpf. Consequently, alterations in the expression of these factors have important effects on cardiac development. However, it is hard to predict whether dysregulation of these genes might have positive or negative regulatory effects on their targets. For Tbx5 direct interactors, such as MEF2CA, the ratio between interactors seems more important than the absolute level of the specific factor (Takeuchi et al., 2011). For SRFs, it has been shown that a mild increase may pose either positive and/or negative modulatory effects on their target activation depending on the cofactor recruited (Miano, 2003; Zhang et al., 2003). Interestingly, a negative functional cooperator of SRF is SRFBP1 that we identified as upregulated in 24 hpf Tbx5a morphants. SRFBP1 is highly expressed in fetal and adult mouse heart and functionally interacts with SRF and myocardin in repressing the atrial natriuretic factor promoter activity (Zhang et al., 2004). The data suggest that the observed mild increase of SRF and SRFBP1 in zebrafish Tbx5a morphants might contribute in the downregulation of Nppa, which characterizes the HOS disease.

In conclusion, in this study, we proposed an integrative analysis of miRNA and mRNA expression profiles in a zebrafish model to study the impact of the downregulation of Tbx5 responsible of the HOS. We found several deregulated transcripts including important transcription factors for heart development and diseases, and several deregulated miRNAs with a potential role in the pathology. This model uncovered novel miRNAs and protein coding genes not considered before in the HOS such as miR-34a and miR-30 and their targets. Further dissection of these regulatory circuits will shed light on fundamental pathways in heart development that can contribute to the pathogenesis of human heart diseases. Identification of new TBX5 targets might not only help understand the complexity of HOS phenotype but also contribute in finding novel therapeutic strategies to treat congenital disease. Future experiments are needed to test the role of the identified miRNAs regulated by Tbx5 and the effects on their downstream targets.

### 4.1 Data Accession Codes

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Super Series accession number GSE64466.^4^

## Author Contributions

RD and LP conceived the work and interpreted the data; RD analyzed sequencing and microarray data; FR performed the integrative analysis; EC performed the *in vivo* experiments; MB and MG carried out sequencing experiments, MD and IA carried out microarray experiments; RD, FR, EC, and LP wrote the manuscript; GR, LP, and MP supervised the work; all authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Discovering miRNA Regulatory Networks in Holt–Oram Syndrome Using a Zebrafish Model
**Source:** Front Bioeng Biotechnol. 2016 Jul 14;4:60. doi: 10.3389/fbioe.2016.00060
**Supplement:** Supplementary file 1

## Supplementary Material: Discovering miRNA regulatory networks in Holt-Oram Syndrome using a Zebrafish model

Romina D'Aurizio<sup>1</sup>, Francesco Russo<sup>1,2</sup>, Elena Chiavacci<sup>3</sup>, Mario Baumgart<sup>4</sup>, Marco Groth<sup>4</sup>, Mara D'Onofrio<sup>5</sup>, Ivan Arisi<sup>5</sup>, Giuseppe Rainaldi<sup>1</sup>, Letizia Pitto<sup>3,\*</sup> and Marco Pellegrini<sup>1,\*</sup>

<sup>5</sup>Genomics facility, Fondazione EBRI Rita Levi-Montalcini, Roma, Italy

Correspondence\*:

Marco Pellegrini

Letizia Pitto

**Bioinformatics of Non-Coding RNAs with Applications to Biomedicine:  
Recent Advances and Open Challenges**

### 1 SUPPLEMENTARY METHODS

#### Quantitative Real Time PCR.

cDNA was retro-transcribed using miRNA Reverse Transcription Kit: miScript II RT Kit-QIAGEN (for miRNA analysis) and Quantitec Reverse Transcription kit QIAGEN (for gene analysis). Real-time PCR (qRT-PCR) was carried out using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) with Rotor gene (Quiagen). EF1,  $\beta$ actin and 18S were used as internal standards for gene expression normalization, while U6 was used for miRNA normalization. Primer sequences are listed in table 1. All reactions were performed in triplicate. Relative quantification of gene expression was calculated as described Pfaffl et al. 2001.

**Supplementary Table 1.** Sequence of oligonucleotides used for qRT-PCR.

| Gene          | Forward primer          | Reverse primer                |
|---------------|-------------------------|-------------------------------|
| EF1           | CTGGAGGCCAGCTCAAACAT    | ATCAAGAAGAGTAGTACCGCTAGCATTAC |
| $\beta$ actin | CGAGCTGTCTTCCCATCC      | TCACCAACGTAGCTGTCTTTCTG       |
| 18S           | TCGCTAGTTGGCATCGTTTATG  | CGGAGGTTCTGAAGACGATCA         |
| Hand2         | AAGGCGAAAGAAGGAAATGAA   | GCCAACCAGTTCTCCCTTTA          |
| SRFa          | AGCCGTTCCCCTTCATTC      | GTGAGGGTGCTACTGCTGCT          |
| ATP1a2a       | CGACAACCTTTGCTTCAATCG   | TTAGGTTGTCTGAAGATCAGACG       |
| NDRG4         | CCGTACTGACCCATCTTTTCA   | TCTGCACAACCTTCTGTGTTGC        |
| MEF2AA        | GGGGACCACGGAGAAAAA      | TGGCTTTCAATGCCTTCTCT          |
| CamK2d1       | GATGGGAGTGGTCCATCGT     | GCTGCACCCTTTAGTTTGCT          |
| Up-1          | -                       | TGAATCGAGCACCAGTTACGC         |
| U6            | ATGACACGCAAATCCGTGAAG   | -                             |
| miR-7b        | TGGAAGACTTGTGATTTTGT    | -                             |
| miR-10d-5p    | TACCCTGTAGAACCGAATGTGTG | -                             |
| miR-19a-3p    | TGTGCAAATCTATGCAAACT    | -                             |
| miR-21        | TAGCTTATCAGACTGGTGTGGC  | -                             |
| miR-30a       | TGTAAACATTCCCGACTGGAAG  | -                             |
| miR-34a       | TGGCAGTGTCTTAGCTGGTTGT  | -                             |
| miR-210-5p    | AGCCACTGACTAACGCACATTG  | -                             |
| miR-210-3p    | CTGTGCGTGTGACAGCGGCTAA  | -                             |
| miR-219-1     | TGATTGTCCAAACGCAATTCTT  | -                             |

## 2 SUPPLEMENTARY TABLES AND FIGURES

**Supplementary Table 2.** Statistics of sequencing experiments. Number of produced raw reads, trimmed reads and identified miRNAs are reported per sample.

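For each library, Supplementary Table 2 lists the reads produced, the reads left after trimming, the reads on miRNAs and the number of miRNAs identified. The most abundant miRNA at 24 hpf was miR-430b, with an estimated 711383 and 1217808 reads in MO-Tbx5a batches 1 and 2, and 861998 and 986085 in MO-Ct batches 1 and 2. At 48 hpf it was miR-181a-5p in the library labelled MO-Tbx5a, with an estimated 337567 reads, and miR-10b in the library labelled MO-Ct, with 489060.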

| Samples           | Total Reads | Trimmed Reads (%) | miRNAs Reads | identified miRNAs |
|-------------------|-------------|-------------------|--------------|-------------------|
| MO-Tbx5a.24hpf R1 | 16806257    | 14151564(84,20%)  | 708686       | 360               |
| MO-Tbx5a.24hpf R2 | 18670675    | 14359051(76,91%)  | 1213272      | 369               |
| MO-Ct.24hpf R1    | 25125923    | 20213514(80,45%)  | 858174       | 369               |
| MO-Ct.24hpf R2    | 14305062    | 11220411(78,44%)  | 982681       | 366               |
| MO-Tbx5a.48hpf    | 13410245    | 10583783(78,92%)  | 492152       | 372               |
| MO-Ct.48hpf       | 12748255    | 11314491(88,75%)  | 338938       | 369               |

**Supplementary Table 3.** Modulated miRNAs between MO-Tbx5 and MO-Ct samples at 24hpf.

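Supplementary Table 3 gives the mean normalized reads of each miRNA over the libraries at 24 hpf and its fold change. All 19 miRNAs changed here in the listed direction, 17 lower and 2 higher in MO-Tbx5a embryos, and the ratios of the group means were 1.02 to 1.07 times the paper's fold changes. By limma with Benjamini-Hochberg adjustment, 10 of them had an adjusted p under 0.05, and the other 9 had an adjusted p from 0.0575 to 0.117.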

| miRNAs         | baseMean  | FC   | p-value  | p-adj    |
|----------------|-----------|------|----------|----------|
| dre-miR-34a    | 1024.59   | 2.82 | 1.03e-12 | 2.99e-10 |
| dre-miR-16c    | 2943.61   | 1.49 | 1.67e-03 | 2.42e-02 |
| dre-miR-205    | 24875.56  | 0.71 | 1.08e-03 | 1.96e-02 |
| dre-miR-30d    | 15861.54  | 0.71 | 2.63e-03 | 3.19e-02 |
| dre-miR-10a-5p | 171332.67 | 0.71 | 3.72e-03 | 3.86e-02 |
| dre-miR-182-5p | 17628.21  | 0.71 | 2.48e-03 | 3.18e-02 |
| dre-miR-206    | 3534.56   | 0.71 | 1.43e-03 | 2.40e-02 |
| dre-miR-9-5p   | 2571.68   | 0.70 | 3.68e-03 | 3.86e-02 |
| dre-miR-18c    | 1446.68   | 0.68 | 4.90e-03 | 4.64e-02 |
| dre-miR-133a   | 2189.79   | 0.68 | 6.50e-04 | 1.29e-02 |
| dre-miR-153c   | 604.96    | 0.65 | 2.79e-03 | 3.20e-02 |
| dre-miR-204    | 2666.95   | 0.61 | 4.19e-05 | 1.31e-03 |
| dre-miR-375    | 674.30    | 0.57 | 1.98e-04 | 5.39e-03 |
| dre-miR-181c   | 1176.79   | 0.57 | 1.41e-05 | 6.15e-04 |
| dre-miR-216b   | 446.31    | 0.57 | 2.29e-04 | 5.39e-03 |
| dre-miR-10d-5p | 26354.39  | 0.55 | 1.24e-07 | 6.77e-06 |
| dre-miR-30a    | 3125.25   | 0.41 | 9.40e-12 | 1.02e-09 |
| dre-miR-210-3p | 356.71    | 0.33 | 8.29e-12 | 1.02e-09 |
| dre-miR-210-5p | 214.86    | 0.26 | 1.68e-10 | 1.22e-08 |

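Supplementary Table 4 gives the mean normalized reads and the fold change of each listed miRNA at 48 hpf. Among its 32 miRNAs, all but miR-7b passed their limit. The ratio of the library labelled MO-Tbx5a to the library labelled MO-Ct lay within 10% of the listed fold change for 0 of them, after division by the median quotient. The inverse ratio did for 30, after division by a median quotient of 1.043.

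**Figure D3:**
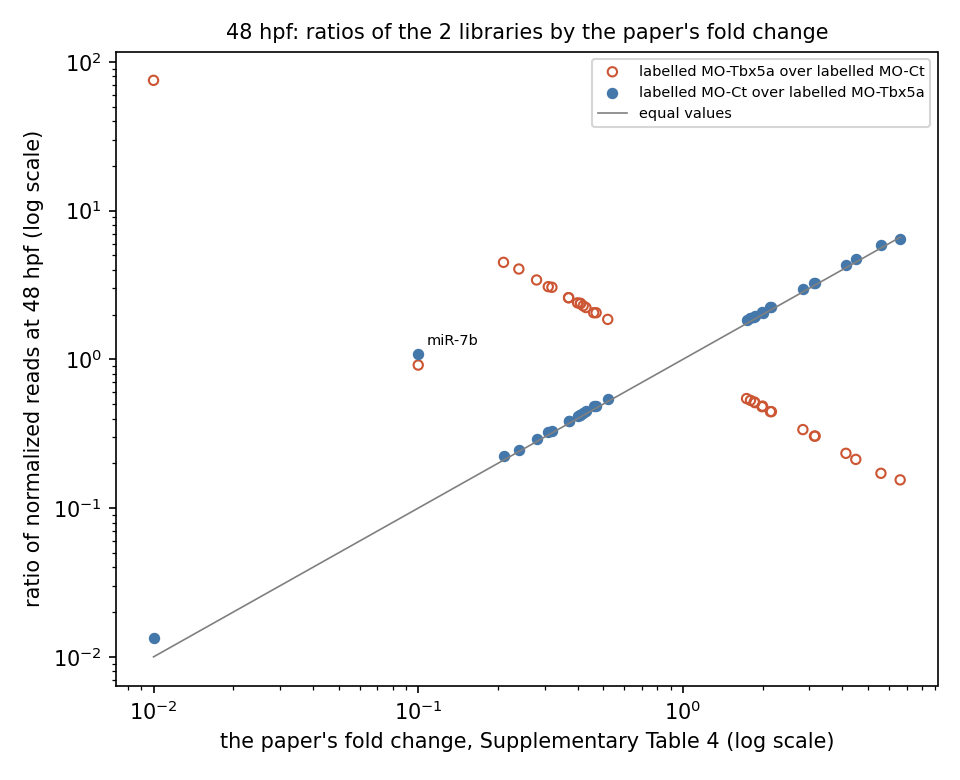
Ratio of normalized reads between the libraries at 48 hpf against the paper's fold change, both on log axes, with 1 pair of points per miRNA of Supplementary Table 4. Filled points, the library labelled MO-Ct over that labelled MO-Tbx5a, lie near the line of equal values except for miR-7b; open points are the inverse.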

**Supplementary Table 4.** Modulated miRNAs between MO-Tbx5 and MO-Ct samples at 48hpf.

| miRNAs          | baseMean  | FC   | p-value  | p-adj    |
|-----------------|-----------|------|----------|----------|
| dre-miR-34a     | 379.00    | 6.62 | 7.43e-16 | 2.70e-14 |
| dre-miR-462     | 413.44    | 5.60 | 5.95e-10 | 7.63e-09 |
| dre-miR-146a    | 419.40    | 4.50 | 1.05e-09 | 1.27e-08 |
| dre-miR-430c    | 2583.79   | 4.13 | 4.36e-17 | 1.36e-15 |
| dre-miR-430b    | 94853.04  | 3.16 | 1.60e-12 | 2.68e-11 |
| dre-miR-430a    | 49675.09  | 3.14 | 1.98e-12 | 3.09e-11 |
| dre-miR-21      | 33601.02  | 2.84 | 1.65e-10 | 2.25e-09 |
| dre-miR-222a    | 13583.39  | 2.16 | 2.12e-06 | 1.85e-05 |
| dre-miR-30a     | 3095.19   | 2.14 | 1.10e-05 | 8.26e-05 |
| dre-miR-196b    | 770.91    | 2.00 | 7.45e-05 | 5.08e-04 |
| dre-miR-203b-5p | 1033.80   | 1.99 | 1.72e-04 | 1.07e-03 |
| dre-miR-454b    | 14427.06  | 1.87 | 1.03e-04 | 6.84e-04 |
| dre-miR-203b-3p | 16393.40  | 1.86 | 1.31e-04 | 8.40e-04 |
| dre-miR-203a    | 4218.27   | 1.80 | 3.78e-04 | 2.22e-03 |
| dre-miR-206     | 2480.75   | 1.74 | 1.32e-03 | 6.84e-03 |
| dre-miR-153c    | 2145.62   | 0.52 | 6.10e-04 | 3.33e-03 |
| dre-miR-181a-3p | 8254.53   | 0.47 | 3.87e-06 | 3.24e-05 |
| dre-miR-153a    | 708.62    | 0.46 | 1.46e-03 | 7.40e-03 |
| dre-let-7g      | 516.51    | 0.43 | 4.93e-04 | 2.78e-03 |
| dre-miR-138     | 2454.87   | 0.42 | 5.51e-06 | 4.45e-05 |
| dre-miR-182-5p  | 35595.61  | 0.41 | 2.99e-08 | 2.96e-07 |
| dre-miR-125b    | 1358.40   | 0.41 | 3.25e-05 | 2.29e-04 |
| dre-miR-183     | 5936.23   | 0.40 | 9.09e-08 | 8.62e-07 |
| dre-miR-181c    | 6342.55   | 0.37 | 1.30e-08 | 1.35e-07 |
| dre-miR-181b    | 26082.63  | 0.37 | 1.31e-09 | 1.43e-08 |
| dre-miR-124     | 614.03    | 0.32 | 1.16e-05 | 8.42e-05 |
| dre-miR-181a-5p | 158025.61 | 0.31 | 9.09e-13 | 1.86e-11 |
| dre-miR-2188-5p | 328.52    | 0.28 | 2.00e-04 | 1.21e-03 |
| dre-miR-9-5p    | 35945.98  | 0.24 | 9.18e-18 | 3.33e-16 |
| dre-miR-125a    | 3086.02   | 0.21 | 1.12e-14 | 2.71e-13 |
| dre-mir-7b      | 276.89    | 0.10 | 1.83e-07 | 1.66e-06 |
| dre-miR-190b    | 321.28    | 0.01 | 1.21e-18 | 5.29e-17 |

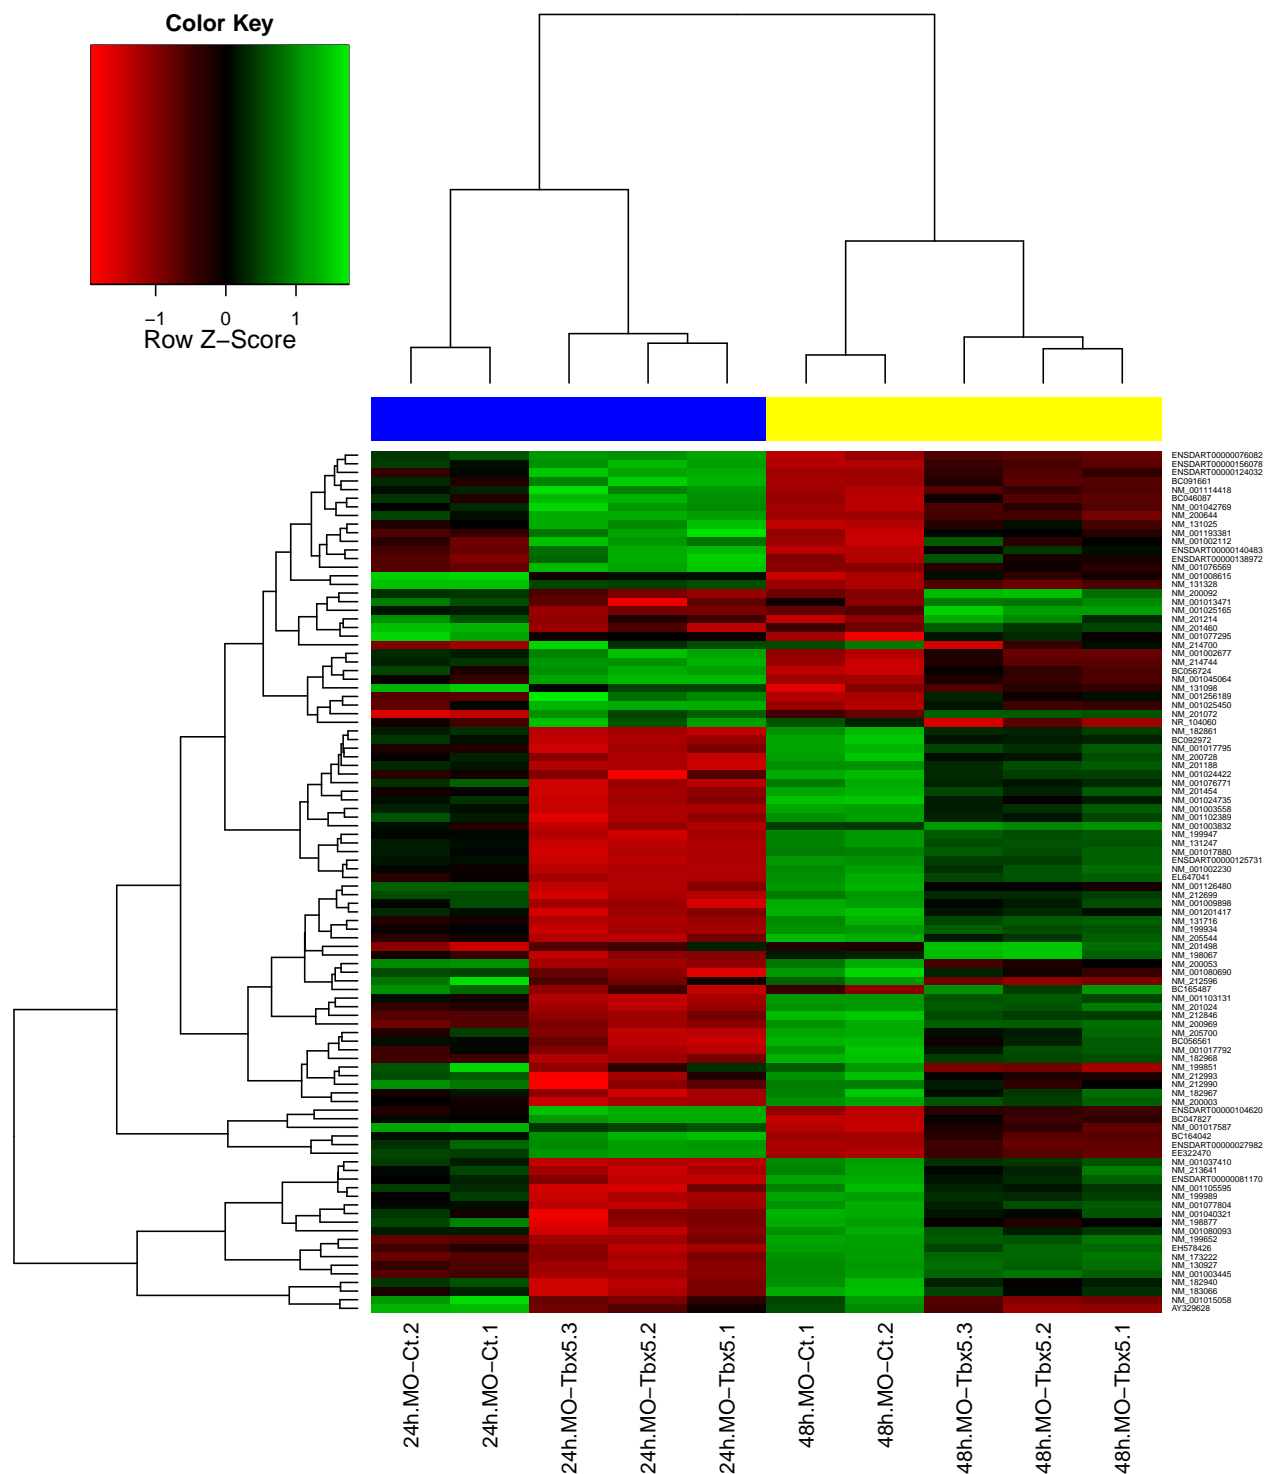

**Figure 1.** Heatmap plot of 100 most expressed and modulated genes both at 24 and 48 hpf.

**Supplementary Table 5.** Predicted interactions at 24hpf for upregulated miRNAs.

Supplementary Table 5. continued...

Supplementary Table 5. continued...

| Target (RefSeq accession) | Gene symbol | miRNAs (miRBase ID) |
|---------------------------|-------------|---------------------|
| NM_213181                 | ptp4a3      | dre-miR-34a         |
| NM_213336                 | ctsba       | dre-miR-34a         |
| NM_213375                 | VPS26B      | dre-miR-34a         |
| NM_213444                 | Derl1       | dre-miR-34a         |

**Supplementary Table 6.** Predicted interactions at 24hpf for downregulated miRNAs.

Supplementary Table 6. continued...

Supplementary Table 6. continued...

Supplementary Table 6. continued...

Supplementary Table 6. continued...

Supplementary Table 6. continued...

Supplementary Table 6. continued...

| Target (RefSeq accession) | Gene symbol | miRNAs (miRBase ID)           |
|---------------------------|-------------|-------------------------------|
| NM_213232                 | spred1      | dre-miR-210-3p                |
| NM_213280                 | RSRC2       | dre-miR-30a-5p                |
| NM_213342                 | ddc         | dre-miR-210-5p                |
| NM_213348                 | ndrg1       | dre-miR-210-3p                |
| NM_213357                 | gab1        | dre-miR-210-3p,dre-miR-30a-5p |
| NM_213362                 | epn1        | dre-miR-210-5p                |
| NM_213364                 | p4hb        | dre-miR-10d-5p                |
| NM_213397                 | pfkfb3      | dre-miR-10d-5p,dre-miR-30a-5p |
| NM_213408                 | SLC25A22    | dre-miR-210-3p,dre-miR-30a-5p |
| NM_213432                 | e2f4        | dre-miR-30a-5p                |
| NM_213505                 | pob         | dre-miR-210-5p                |
| NM_213506                 | zgc:63491   | dre-miR-10d-5p                |
| NM_213549                 | matn4       | dre-miR-10d-5p,dre-miR-30a-5p |
| NM_213637                 | Scrt2       | dre-miR-30a-5p                |
| NM_214692                 | MPP1        | dre-miR-210-3p,dre-miR-30a-5p |
| NM_214750                 | zgc:65779   | dre-miR-210-3p                |
| NM_214772                 | zgc:77202   | dre-miR-30a-5p                |
| NM_214801                 | GPN2        | dre-miR-30a-5p                |

**Supplementary Table 7.** Predicted interactions at 48hpf for upregulated miRNAs.

Supplementary Table 7. continued...

Supplementary Table 7. continued...

| Target (RefSeq accession) | Gene Symbol          | miRNAs (miRBase ID) |
|---------------------------|----------------------|---------------------|
| NM.201166                 | DCTN2                | dre-miR-146a        |
| NM.201291                 | id2a                 | dre-miR-146a        |
| NM.201454                 | RAB2A                | dre-miR-146a        |
| NM.201471                 | aldh9a1a             | dre-miR-462         |
| NM.203427                 | gpm6ba               | dre-miR-146a        |
| NM.203460                 | adh8a,adh8b          | dre-miR-21          |
| NM.203461                 | CHM                  | dre-miR-146a        |
| NM.205539                 | LRRC17               | dre-miR-21          |
| NM.205700                 | Cfl2                 | dre-miR-34a         |
| NM.207083                 | zgc:76877            | dre-miR-21          |
| NM.212625                 | ST6GALNAC3           | dre-miR-146a        |
| NM.212716                 | smarca2              | dre-miR-21          |
| NM.212720                 | HSD11B2              | dre-miR-146a        |
| NM.212801                 | wu:fl33b06,zgc:77439 | dre-miR-21          |
| NM.212854                 | RND1                 | dre-miR-21          |
| NM.212886                 | pgm2                 | dre-miR-34a         |
| NM.212936                 | zgc:85889            | dre-miR-34a         |
| NM.213122                 | sox4a                | dre-miR-34a         |
| NM.213307                 | Atp5j                | dre-miR-21          |
| NM.213337                 | TMEM59L              | dre-miR-21          |
| NM.213396                 | fez1                 | dre-miR-34a         |
| NM.213480                 | pank1a               | dre-miR-21          |
| NM.214687                 | gpm6ab               | dre-miR-21          |
| NM.214731                 | DACT1                | dre-miR-462         |

**Supplementary Table 8.** Predicted interactions at 48hpf for downregulated miRNAs.

Supplementary Table 8. continued...

Supplementary Table 8. continued...

| Target (RefSeq accession) | Gene Symbol     | miRNAs (miRBase ID)                                   |
|---------------------------|-----------------|-------------------------------------------------------|
| NM_194410                 | VAX1            | dre-miR-19a-3p                                        |
| NM_198067                 | Mmp2            | dre-miR-19a-3p                                        |
| NM_199215                 | CA2             | dre-miR-190b,dre-miR-219-5p                           |
| NM_199547                 | ssb             | dre-miR-19a-3p                                        |
| NM_199611                 | arg2            | dre-miR-19a-3p                                        |
| NM_199832                 | tk1             | dre-miR-190b,dre-miR-219-5p                           |
| NM_199950                 | socs3a          | dre-miR-19a-3p,dre-miR-7b                             |
| NM_200051                 | c1galt1b        | dre-miR-7b                                            |
| NM_200085                 | SLC16A1         | dre-miR-7b                                            |
| NM_200099                 | dynl12a,dynl12b | dre-miR-190b,dre-miR-19a-3p,dre-miR-7b                |
| NM_200107                 | zgc:64114       | dre-miR-219-5p                                        |
| NM_200321                 | RBM28           | dre-miR-7b                                            |
| NM_200340                 | PLEKHF1         | dre-miR-19a-3p                                        |
| NM_200425                 | lsm14a          | dre-miR-190b,dre-miR-7b                               |
| NM_200432                 | zgc:63466       | dre-miR-7b                                            |
| NM_200473                 | UBE3C           | dre-miR-19a-3p                                        |
| NM_200487                 | tbc1d23         | dre-miR-19a-3p                                        |
| NM_200557                 | GOPC            | dre-miR-19a-3p                                        |
| NM_201006                 | ttc4            | dre-miR-190b,dre-miR-19a-3p                           |
| NM_201091                 | lin28           | dre-miR-19a-3p                                        |
| NM_201175                 | oxsr1b          | dre-miR-190b,dre-miR-19a-3p,dre-miR-219-5p,dre-miR-7b |
| NM_201185                 | bokb            | dre-miR-19a-3p                                        |
| NM_201214                 | EIF3JA          | dre-miR-219-5p                                        |
| NM_201507                 | MAPK3           | dre-miR-219-5p                                        |
| NM_205593                 | zgc:158183      | dre-miR-7b                                            |
| NM_205668                 | zgc:77285       | dre-miR-190b                                          |
| NM_205747                 | irf11           | dre-miR-7b                                            |
| NM_212860                 | REN             | dre-miR-190b                                          |
| NM_212898                 | mettl11a        | dre-miR-190b,dre-miR-219-5p                           |
| NM_212987                 | UBE2Q2          | dre-miR-19a-3p                                        |
| NM_213059                 | crsp7           | dre-miR-19a-3p                                        |
| NM_213099                 | WDR5            | dre-miR-19a-3p                                        |
| NM_213239                 | nr2f6b          | dre-miR-219-5p                                        |
| NM_213262                 | Eif5a2          | dre-miR-190b,dre-miR-19a-3p                           |
| NM_213296                 | timp2b          | dre-miR-7b                                            |
| NM_213304                 | socs3b          | dre-miR-19a-3p                                        |
| NM_213353                 | SC4MOL          | dre-miR-219-5p                                        |
| NM_213385                 | LOC794952,VRK1  | dre-miR-19a-3p                                        |
| NM_213397                 | pfkfb3          | dre-miR-190b,dre-miR-19a-3p                           |
| NM_213405                 | zgc:56630       | dre-miR-19a-3p                                        |
| NM_213419                 | MAP2K1          | dre-miR-190b                                          |
| NM_213499                 | Actr2           | dre-miR-190b                                          |
| NM_213519                 | SESN3           | dre-miR-19a-3p                                        |

**Supplementary Table 9.**Function and Pubmed ID details about genes present in Figure 3.

| miRNA   | Target   | Function                                                                                                        | Pubmed ID         |
|---------|----------|-----------------------------------------------------------------------------------------------------------------|-------------------|
| miR-34a | rhoa     | heart contraction                                                                                               | 21622831          |
| miR-30a | trib3    | heart looping                                                                                                   | 24292884          |
| miR-30a | tnfrsf25 | cell migration involved in heart formation; embryonic heart tube morphogenesis; endocardial cushion development | 21896630;21896629 |
| miR-30a | sox7     | artery development; blood vessel development                                                                    | 23818617;25834021 |
| miR-30a | robo1    | endocardial progenitor cell migration to the midline involved in heart field formation                          | 21385766          |
| miR-30a | npr2b    | vasculogenesis                                                                                                  | 21385766          |
| miR-30a | mbnl2    | heart development                                                                                               | 21385766          |
| miR-30a | dlc      | dorsal aorta development                                                                                        | 21385766          |
| miR-30a | cbfb     | heart contraction                                                                                               | 21385766          |
| miR-30a | cav1     | cardiac muscle cell proliferation                                                                               | 21385766          |
| miR-30a | camk2d1  | heart jogging                                                                                                   | 21385766          |
| miR-30a | bmpr2a   | heart jogging; heart looping                                                                                    | 21385766          |
| miR-10d | bmpr2a   | heart jogging; heart looping                                                                                    | 21385766          |
| miR-10d | mef2ca   | cardiac muscle cell development; cardiac muscle cell differentiation; heart development                         | 21385766          |
| miR-10d | rbpja    | artery development                                                                                              | 21385766          |

**Supplementary Table 10.**Function and Pubmed ID details about genes present in Figure 4.

| miRNA    | Target  | Function                                                                           | Pubmed ID         |
|----------|---------|------------------------------------------------------------------------------------|-------------------|
| miR-146a | lpar1   | angiogenesis                                                                       | 21971049          |
| miR-146a | hoxb5b  | heart development                                                                  | 23990796          |
| miR-462  | gsk3b   | angiogenesis; heart jogging; heart looping                                         | 25056693;17683539 |
| miR-7b   | dlc     | dorsal aorta development                                                           | 24598161          |
| miR-7b   | mpp5a   | embryonic heart tube development                                                   | 16319113          |
| miR-19a  | ttc4    | determination of heart left/right asymmetry                                        | 25860617          |
| miR-19a  | prox1b  | lymphangiogenesis                                                                  | 20976189          |
| miR-19a  | dlc     | dorsal aorta development                                                           | 24598161          |
| miR-19a  | unc45b  | cardiac muscle tissue development                                                  | 17189627          |
| miR-21   | ndrg4   | cardiac muscle cell proliferation; embryonic heart tube development; heart looping | 18407257          |
| miR-21   | igfbp2a | angiogenesis; heart development                                                    | 15618288          |
| miR-190b | camk2g1 | heart jogging                                                                      | 20630945          |
| miR-190b | ttc4    | determination of heart left/right asymmetry                                        | 25860617          |

How the deposited data were processed for this re-analysis (not part of the article)

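Small RNA libraries were made from batches of 50 whole zebrafish embryos injected with 1.5 ng of MO-Tbx5a or MO-Ct, with 2 libraries per morpholino at 24 hpf and 1 per morpholino at 48 hpf. The groups are those of the sample labels. The paper's methods give 500 ng of RNA per library and the labels give 1000 ng.

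The authors trimmed adapters with Cutadapt, removed reads with uncalled bases, mapped the rest to the zebrafish precursors of miRBase with miRExpress, summed the reads per miRNA and divided them by DESeq size factors. The deposited values are therefore a signal, not raw counts. In each library all values under 400 lay within 0.1 reads of a whole multiple of 1 step, as did 93.4% to 98.2% of all values above 0. The step was taken as the value of 1 read to estimate depth, and the size factors estimated in this way ranged from 0.534 to 2.15. The reads so estimated totalled 1699878 to 3148885 per library over 230 mature miRNAs. Whole numbers of reads were not recovered for high values, so no test for counts was used.

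The values of each library were averaged per mature miRNA. Of the 37 mature miRNAs with several precursors, 32 had values within 10% of each other, and the widest apart was miR-7a. The batches of a group differed by more than sampling noise, with a chi-square per degree of freedom of 110 for MO-Ct and 101 for MO-Tbx5a at 24 hpf.

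At 24 hpf, limma 3.58.1 in R 4.3.3 was fitted to log2 of the value plus 2, with a trend of the variance on abundance, over the 210 miRNAs with a value of at least 10 in at least 2 of the 4 libraries. The test was two-sided, and a miRNA was called at a Benjamini-Hochberg adjusted p under 0.05. A test for counts had been planned and was replaced because the values are normalized. The pseudocount, the variance trend and the filter of the replacement were set before its output was seen. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333. On simulated data with these depths, limma called 32 of 40 miRNAs changed 2-fold, 40 of 40 changed 4-fold, and 0 of the unchanged ones. The simulation gave every miRNA the same spread between batches, so its result does not carry over to miRNAs that vary more.

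At 48 hpf each group had 1 library, so no test on replicates of that stage was possible. The absolute log2 ratio of each of 219 miRNAs with a value of at least 10 in at least 1 of the libraries was set against the 99th percentile of the log2 ratios between batches at 24 hpf, among the 100 miRNAs nearest in abundance in each group. In 100 simulated pairs of libraries with no change, a median of 1 and at most 4 miRNAs passed, and 92.3% of miRNAs changed 4-fold were found. The limit assumes that batches at 48 hpf vary as those at 24 hpf. It is set by the few miRNAs that differ most between batches. For miR-34a it was 1.74, where the root mean square log2 ratio between batches was 0.45.

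The log2 ratios at each stage were correlated across miRNAs with the stage change, the log2 ratio of 24 to 48 hpf in MO-Ct. At 48 hpf the control library is shared, so 1000 simulated sets without a change were drawn for comparison. miRNAs are not independent replicates, so these correlations describe the libraries.

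The miRNAs named are those in the paper's text, Table 1 and Figures 2 to 4, those whose call at 24 hpf differs from Supplementary Table 3, up to 5 largest rises and falls at 24 hpf among those called whose MO-Tbx5a libraries both lie on the same side of both MO-Ct libraries, the 5 largest rises and falls at 48 hpf among those past their limits with a value of at least 10 in both libraries, members of families with at least 3 miRNAs counted in 1 direction at 48 hpf, and those past their limits at both stages in opposite directions. This rule, the comparisons and most alternatives were set before the data were examined. Its minimum of 10 was set in reads and applied to the normalized values; in estimated reads miR-190b would take the place of miR-9-3p. The alternatives were other scalings, filters, limits, pseudocounts and fits, and leaving out each library at 24 hpf in turn. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The microarray, Q-RT PCR and target predictions were not analysed here.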

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

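The tests of explanations in this part were chosen after the results were seen. Median-ratio size factors, library totals and leaving out each library at 24 hpf were alternatives set before the data were examined.

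As labelled, miR-34a rose at 24 hpf and had a log2 ratio of -2.66 at 48 hpf, and miR-181c fell at 24 hpf and had a log2 ratio of 1.38 at 48 hpf. Every library at each stage lay on the side given, but 48 hpf has 1 library per group, and the difference between stages was not tested. Of the 4 miRNAs called at 24 hpf and past their limit at 48 hpf, these 2 changed in opposite directions, and miR-30a and miR-92b fell at both stages. A candidate explanation is that the library names at 48 hpf are exchanged relative to the paper, since 30 of the 32 fold changes of Supplementary Table 4 lie within 10% of the ratios with exchanged names. With exchanged names miR-34a and miR-181c would change in 1 direction at both stages, and miR-30a and miR-92b in opposite directions. A biological difference between the stages stays open and untested.

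At 48 hpf, 12 miRNAs with a mean of at least 200 normalized reads passed their limit and are not in Supplementary Table 4. As labelled, 6 were higher and 6 lower. The log2 ratios above 2 were those of let-7a (2.59), let-7c (2.14), let-7d (3.18) and miR-9-3p (2.02). The authors' normalization could be why part of the list passed its limits. Of the 12, 6 fell within their limits under at least 1 of 3 other scalings, namely miR-130b, miR-130c, miR-200b, miR-456, miR-725 and miR-92b. These scalings moved the median log2 ratio up, by 0.13, 0.18 and 0.04, so none could bring the 6 higher ones within their limits. let-7a, let-7c, let-7d and miR-9-3p would need a common downward shift of 1.04 to 1.88, beyond the largest of those shifts in size, which argues against the authors' normalization as their cause. For miR-103 and miR-128 a downward shift of 0.06 or less would do, and the authors' normalization stays open. It does not readily account for the absence of the 12 from Supplementary Table 4. The fold changes there lie near the ratios with exchanged names, with a median quotient of 1.043. The paper's criterion also differs from the limit used here: it was an adjusted p under 0.05 from DESeq. The entry named miR-7b in Supplementary Table 4 may be let-7d, whose mean on the scale of that table is 277, so let-7d may be listed there under another name. All 10 let-7 members were higher in the library labelled MO-Tbx5a under each scaling. Reads shared between let-7 copies were tested as the whole cause. For 3 of the 9 other members, let-7e, let-7g and let-7i, the ratio lay apart from that of let-7a by more than their combined limits. The limits were combined as the root of the sum of their squares. With the limits added instead, these gaps did not pass, so this argues only weakly against sharing as the whole cause. Sharing of part of the reads stays open, as does a difference in developmental progress between the batches: in all 12 the library labelled MO-Ct lay nearer to 24 hpf.

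At 24 hpf, 6 miRNAs called by limma are not in Supplementary Table 3: miR-92b, miR-34c, miR-2191, miR-34b, miR-733 and miR-107a. With median-ratio size factors, none of these 6 was called, with adjusted p from 0.0714 to 0.336 from limma, and over the alternatives without a block their adjusted p ranged from 0.00114 to 0.518. Their number could therefore depend on the scaling. miR-34b and miR-34c were high in MO-Tbx5a batch 1 alone, and without that library their log2 fold changes were -0.08 and 0.53. No biological explanation was tested.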

How the results depend on the processing

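The exchange of library names, the pseudocounts for the numbers of miRNAs and for the fold changes at 24 hpf, the fit without a variance trend, the median ratio over the libraries at 48 hpf and the use of every precursor separately were chosen after seeing the data.

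The number of miRNAs called at 24 hpf, 16, was 6 with median-ratio size factors, 0 with library totals (38 at an unadjusted p under 0.05) and 1, miR-2191, without the variance trend. The 6 were among the 16. The degrees of freedom that limma borrows across miRNAs were 267 in the fit reported, 7.49 with median-ratio size factors, 4.50 with library totals and 4.15 without the trend. The cause of this drop was not tested. Under the filters, the fold threshold, the pseudocounts, every precursor separately and all 6 libraries in 1 fit, the count stayed between 12 and 19. With a mean of at least 200 it was 19, 11 of them among the 16. The split between higher and lower in MO-Tbx5a embryos, 7 and 9 in the fit reported, moved with the filter. It was 3 and 16 with a mean of at least 200, 3 and 9 with at least 10 in every library, and 6 and 9 without a filter.

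With the replicate block, 39 miRNAs were called at 24 hpf, 12 higher and 27 lower, the 16 among them. At 24 hpf the paper's methods give 2 independent batches for the morpholinos, which can be read as shared between them or as separate. The labels do not say whether equal batch numbers share anything. The batch differences of the groups correlated at r = 0.28 across 210 miRNAs.

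The number past the limit at 48 hpf, 46, was 86 with the 95th percentile and between 43 and 56 under the other alternatives. The share that was higher moved from 54.3% to 65.2% with median-ratio size factors (30 higher, 16 lower) and to 67.4% with library totals (31 higher, 15 lower). These scalings moved the median log2 ratio of all miRNAs by 0.13 and 0.18.

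The correlation of the 48 hpf ratios with the stage change, -0.41, was -0.50 with a mean of at least 200 and between -0.45 and -0.35 under the other alternatives with names as labelled. With the names exchanged it reversed to 0.81. For the 24 hpf ratios, r was 0.14, 0.28 with the control batches exchanged, 0.23 with the names at 48 hpf exchanged and between 0.11 and 0.18 otherwise.

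Of 273 log2 fold changes of 28 named miRNAs at 24 hpf under 10 alternatives, 217 kept their direction and call, 39 lost the call, 15 gained it and 2 reversed. Both reversals were of miR-7b, whose log2 fold change was 0 with a pseudocount of 0.5 and -0.0376 with library totals. With each library left out in turn, 107 of 112 values kept their direction, and the 5 that reversed were of miR-21, miR-34b and miR-7b. For some miRNAs 1 library decides the value: miR-210-3p and miR-210-5p were at -0.78 and -0.77 without MO-Ct batch 1, and miR-34b and miR-34c at -0.08 and 0.53 without MO-Tbx5a batch 1. Of 175 log2 ratios of 35 named miRNAs at 48 hpf under 5 alternatives, 169 kept their side of the limit, and 1, that of miR-7b with library totals (0.03), reversed. let-7g with a pseudocount of 5 and miR-203a with library totals no longer passed it, and let-7f under 3 scalings and let-7j with library totals now did.

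Fits with edgeR and DESeq2, the older DESeq procedure and TMM scaling, which had been listed as alternatives, were not run, since the values are normalized. The single library per group at 48 hpf limits every result there to a comparison of these libraries.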

Differences from the paper's values

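No setting was chosen because it came closer to the paper. The comparison of directions at 48 hpf was made after the values were seen.

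The mean number of mature miRNAs found per library was 229, against the paper's 367. With at least 2 reads it was 228 and with at least 10 reads 212, so none of the alternatives set before the data were examined closed the gap. The table used here holds 230 mature miRNAs in all.

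The mean number of reads on miRNAs per library in units of 1000 reads was an estimated 2439, against the paper's 760. No alternative set before the data were examined changes this total. The mean of the reads of the most abundant miRNA alone was 767 in the same unit.

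For miR-7b at 48 hpf the ratio of the library labelled MO-Ct to the library labelled MO-Tbx5a, the direction that matches the other fold changes of Supplementary Table 4, was 1.09, and the ratio as labelled was 0.915, against the paper's 0.10. With median-ratio size factors it was 1.00 and with library totals 0.979, so none of the alternatives set before the data were examined closed the gap, nor did the median ratio over the libraries at 48 hpf (1.06), chosen after seeing the values.

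The paper's text gives 33 modulated miRNAs at 48 hpf, and its Supplementary Table 4 lists 32; 46 passed their limit here. At 24 hpf 16 miRNAs were called, against the paper's 19. Of the paper's 19, 10 were called. With a mean of at least 200 it was 14 (19 calls in all), and with the replicate block 19 (39 calls in all). With median-ratio size factors it was 6, and with library totals 0. These alternatives were set before the data were examined. Without the variance trend, an alternative chosen after, it was 0.

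The paper lists miR-34a, miR-462, miR-146a and miR-21 as higher in MO-Tbx5a embryos at 48 hpf, where the log2 ratios as labelled were -2.66, -2.52, -2.21 and -1.57. It lists miR-190b and miR-19a-3p as lower, the latter with a value from the authors' earlier work. Here their log2 ratios as labelled were 5.85 and 0.54, the latter within its limit of 0.74. For 31 of 32 miRNAs of Supplementary Table 4 the direction as labelled was opposite to the paper's.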

Other observations

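The correlations with the stage change as labelled were planned before the results were seen. Those with exchanged names and all other tests in this part were chosen after. Median-ratio size factors and library totals were alternatives set before the data were examined.

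The ratios at 48 hpf ran opposite to Supplementary Table 4. A mislabelled sample, with the library names at 48 hpf exchanged, is a candidate explanation. With exchanged names 30 of 32 fold changes lay within 10% of the ratios, after division by their median quotient. The reads on miRNAs in Supplementary Table 2 lay within 0.45% of the reads of the most abundant miRNA in each library at 24 hpf. At 48 hpf they lay within 0.63% with exchanged names, and at least 31.4% off as labelled. That argues against an inversion of the fold changes of Supplementary Table 4 alone. Of the 4 miRNAs that the paper measured by Q-RT PCR at 48 hpf, miR-34a and miR-21 had a ratio past their limit, and the direction of these 2 goes with exchanged names. miR-19a-3p and miR-7b lay within their limits. Where an exchange would have arisen stays open: the tables show that the names differ between the paper and the deposited values, and the Q-RT PCR directions of miR-34a and miR-21 go with the paper's names, but no value in these libraries identifies the morpholino.

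At 48 hpf the library labelled MO-Ct lay nearer to 24 hpf than the library labelled MO-Tbx5a, with a root mean square log2 distance from MO-Ct at 24 hpf of 1.03 against 1.60 over 195 miRNAs. Of 20 miRNAs with at least a 4-fold stage change, 19 lay nearer to 24 hpf in the library labelled MO-Ct. This is consistent with a difference in developmental progress between the batches. A mixture of the library labelled MO-Ct with 24 hpf RNA was tested on another selection, the miRNAs at least 4-fold apart between MO-Ct at 24 hpf and the library labelled MO-Tbx5a at 48 hpf, which was taken as unmixed. A mixture would give them 1 share, but the implied share had a median of 12.5% over the 17 that were lower at 48 hpf and 78.3% over the 18 that were higher. By family, all 4 miR-181 members passed their limits and were higher in the library labelled MO-Tbx5a, and 3 miR-203 members and 3 of 4 miR-430 members passed and were lower. These directions held under each of 3 other scalings, with 2 miR-203 members past their limits under library totals.

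Delayed development of the MO-Tbx5a embryos would make their ratios at 48 hpf rise with the ratio of 24 to 48 hpf in MO-Ct. Across miRNAs the correlation was r = -0.41 as labelled, below the 0.055 to 0.318 that the shared control alone gave in 1000 simulated sets, and r = 0.81 with exchanged names, above the -0.004 to 0.244 simulated for it. As labelled, the data argue against a delay, and with exchanged names they would be in line with one. Delay and its opposite cannot be told apart while the names stay open. At 24 hpf, with split controls, r was 0.14 and 0.28, positive in both splits as a delay predicts, but it accounts for 1.8% and 7.9% of the variance.

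The fold change and mean that Supplementary Table 4 lists for miR-7b may belong to let-7d. Put on the scale of the other entries, let-7d has a mean of 277 and a fold of 0.101, against the paper's 276.89 and 0.10, while miR-7b has 61.8 and 1.04. Among 230 miRNAs only let-7d came within 5% of both, and 30 of the 31 other entries matched the miRNA they name. 1 of these 31 also matched another miRNA. The paper also measured miR-7b by Q-RT PCR and reports that every modulation so measured held except that of miR-210-5p. That goes against the fold of 1.04 for miR-7b in these libraries. A mix-up of entries would not explain it, so the conflict stays open.

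Both arms of a hairpin changed alike at 48 hpf. Over 25 hairpins the median difference between arms was 0.30 on the log2 scale, against 0.76 when arms were shuffled among hairpins (permutation share 0.0001, the smallest that 10000 permutations can give), and 24 had both arms on the same side. This argues against noise independent between miRNAs. It does not separate a difference between conditions from one between batches.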
